# The Gene Expression Profile of CD11c^+^CD8α^−^ Dendritic Cells in the Pre-Diabetic Pancreas of the NOD Mouse

**DOI:** 10.1371/journal.pone.0103404

**Published:** 2014-08-28

**Authors:** Wouter Beumer, Jojanneke M. C. Welzen-Coppens, Cornelia G. van Helden-Meeuwsen, Sinead M. Gibney, Hemmo A. Drexhage, Marjan A. Versnel

## Abstract

Two major dendritic cell (DC) subsets have been described in the pancreas of mice: The CD11c^+^CD8α^−^ DCs (strong CD4+ T cell proliferation inducers) and the CD8α^+^CD103^+^ DCs (T cell apoptosis inducers). Here we analyzed the larger subset of CD11c^+^CD8α^−^ DCs isolated from the pancreas of pre-diabetic NOD mice for genome-wide gene expression (validated by Q-PCR) to elucidate abnormalities in underlying gene expression networks. CD11c^+^CD8α^−^ DCs were isolated from 5 week old NOD and control C57BL/6 pancreas. The steady state pancreatic NOD CD11c^+^CD8α^−^ DCs showed a reduced expression of several gene networks important for the prime functions of these cells, i.e. for cell renewal, immune tolerance induction, migration and for the provision of growth factors including those for beta cell regeneration. A functional *in vivo* BrdU incorporation test showed the reduced proliferation of steady state pancreatic DC. The reduced expression of tolerance induction genes (CD200R, CCR5 and CD24) was supported on the protein level by flow cytometry. Also previously published functional tests on maturation, immune stimulation and migration confirm the molecular deficits of NOD steady state DC. Despite these deficiencies NOD pancreas CD11c^+^CD8α^−^ DCs showed a hyperreactivity to LPS, which resulted in an enhanced pro-inflammatory state characterized by a gene profile of an enhanced expression of a number of classical inflammatory cytokines. The enhanced up-regulation of inflammatory genes was supported by the *in vitro* cytokine production profile of the DCs. In conclusion, our data show that NOD pancreatic CD11c^+^CD8α^−^ DCs show various deficiencies in steady state, while hyperreactive when encountering a danger signal such as LPS.

## Introduction

Diabetes mellitus type 1 (T1DM) is caused by an autoimmune reaction to the islets of Langerhans in the pancreas resulting in an autoimmune insulitis, in which the beta cells disappear with as consequence an absolute insulin deficiency.

The NOD mouse model is considered an excellent model of human T1DM and spontaneously develops an autoimmune insulitis similar to T1DM patients [1]–[3]. With regard to the early phases of the NOD autoimmune insulitis Diana *et al*. recently showed a transient accumulation of a small number of plasmacytoid DCs, lymphocytes and B-cells in the pancreatic islets of NOD mice at 2 weeks of age [4]. An interaction between these infiltrating cells was shown to be involved in the onset of autoimmunity against the beta cells. For this very early time point of 2 weeks of age small transient accumulations of conventional DCs (cDCs) and macrophages around the islets have been reported on before [5], [6], as well as on apoptosis abnormalities in the pancreas of the NOD mouse [7].

This first relatively mild intra-islet and peri-islet accumulation of immune cells at 2 weeks of age is followed by a second wave of a larger para- and peri-islet immune cell accumulation starting at 5 weeks of age consisting predominantly of cDCs and macrophages, later followed (7–8 weeks) by a massive lymphocyte accumulation [8], [9] and a second wave of plasmacytoid DCs. At the time of this larger para- and peri-islet immune cell accumulation there is also a steady increase of dispersed cDCs and macrophages in the exocrine pancreas [8].

A key role for the peri-islet and pancreas accumulating cDC and macrophages in the pathogenesis of the destructive insulitis at 5 weeks of age is indicated by the demonstration that a temporal depletion of cDCs and macrophages at 5 weeks of age before the onset of lymphocytic insulitis blocks or significantly delays the diabetes onset in NOD mice [10], [11].

Two major cDC subsets with different phenotypes have been described in the lymphoid organs of mice: The tolerogenic CD8α^+^CD103^+^ cDCs that induce T cell apoptosis and the CD8α^−^CD11c^+^ cDCs that are strong inducers of CD4 T cell proliferation [12]. Both these subsets can also be found in the islets of the pancreas of mice [13], [14], where the CD8α^−^CD11c^+^cDCs form the majority of cDC, which accumulate from 5 weeks onwards around the islets of Langerhans [13], [15]. We have recently reported on reduced numbers of the minor population of tolerogenic CD8α^+^CD103^+^ DCs in the 5 week old pre-diabetic pancreas of NOD mice [16] and hypothesized that the reduced number of these tolerogenic DC contributes to the development of progressive destructive autoimmune insulitis.

In this report we focus on the larger subset of immunogenic CD11c^+^CD8α^−^ cDCs (from here referred to as CD8α^−^ DCs) in the pancreas of NOD mice of 5 weeks of age [13], [16]. We firstly analyzed this population versus a control pancreas CD8α^−^ DC population of the C57BL/6 mouse in a genome-wide gene expression analysis to elucidate abnormalities in gene expression networks. Abnormally expressed key genes in the networks were validated by Q-PCR and in functional assays such as cell proliferation assays and flow cytometric analysis (tolerance inducing genes).

To assess the responsiveness of the CD8α^−^ DCs to a danger signal, we stimulated NOD (and control C57BL/6) CD8α^−^ DCs isolated from the pancreas *in vitro* with LPS and measured the production of inflammatory cytokines; and in addition used whole genome analysis to measure changes in the networks of gene expression.

## Materials and Methods

### Mice

C57BL/6J and NOD/ShiLtJ female mice were purchased at Charles River Laboratories (Maastricht, The Netherlands). Mice were housed in groups (littermates) under specific pathogen-free conditions with a standard dark-light cycle and fed *ad libitum*. The diabetes incidence in female NOD mice is about 80%. All mice were euthanized by CO_2_ inhalation before collection of the tissues. All experimental procedures were approved by the Erasmus University Animal Welfare Committee in accordance with the Experiments on Animals Act (‘Wet op de dierproeven’).

### Preparation of cell suspensions

Pancreases of 5 week old mice were isolated after a cardiac perfusion, cut into small pieces and digested with Collagenase Type 1 (1 mg/ml), hyaluronidase (2 mg/ml) (both Sigma Aldrich, St. Louis, MO, USA) and DNAse I (0.3 mg/ml) (Roche Diagnostics, Almere, The Netherlands) for 40 minutes at 37°C. Subsequently, cells were flushed through a 70 µm filter and washed with DMEM +10% FCS. All cells were resuspended in PBS containing 0.1% BSA and were ready for flow cytometric staining.

Single-cell suspensions from pancreas were labeled with CD45 beads (Miltenyi, Leiden, The Netherlands) and CD45^+^ cells were pre-sorted with the AutoMACS pro (Miltenyi) to remove most of the non-immune cells. The pancreatic CD45^+^ cells were further processed for FACS analysis or DC isolation.

### Flow cytometry analysis

Subsequently, the CD45^+^ cells were labeled with mAbs on ice. Monoclonal antibodies for detection of pancreatic DCs were CD11c, CD24, CD8α, CD86 and CCR5 (all eBioscience, San Diego, CA, USA), CD11b-APC-Cy7 (Becton Dickinson, Breda, The Netherlands), CD200R3 (Hycult Biotech, Uden, The Netherlands). Afterwards cells were washed and fixed in PBS containing 0.1% BSA and 0.5% paraformaldehyde. Cell populations and marker expression were detected using a BD FACSCanto HTSII (Becton Dickinson) flow cytometer and analyzed with Flowjo software (Tree Star, Ashland, OR, USA).

### DC isolation and *in vitro* stimulation

The pre-sorted pancreatic CD45^+^ cells were labeled with CD11c and CD8α in PBS containing 0.1% BSA. Subsequently, CD8α^−^ DCs were sorted on a FACSAria II (Becton Dickinson). Figure S1 in File S1 shows the gating strategy. Re-evaluation of the sorted CD8α^−^ DCs indicated >98% purity of the sorted cells. Half of the total number of sorted CD8α^−^ DCs cells were washed and directly lysed in PicoPure extraction buffer (Arcturus, Applied Biosystems, Bleiswijk, The Netherlands) and stored at −80°C until RNA isolation procedure. The other half of CD8α^−^ DCs were cultured for 18 hours in RPMI-1640 medium supplemented with 10% FCS, 50 µM beta-mercaptoethanol and with or without 1 µg/ml LPS from *E. coli 0111:B4* (Sigma, Saint Louis, MO, USA). Finally cells were harvested with 2 mM EDTA and lysed in extraction buffer for RNA isolation. Supernatants were collected and stored at −80°C.

### RNA isolation, amplification and gene expression analysis

RNA was isolated with the PicoPure kit (Arcturus, Applied Biosystems) according to the manufacturer’s protocol including a DNase I treatment (Qiagen, Venlo, The Netherlands) to remove genomic DNA contamination. RNA quality was assessed on the bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands) and samples with a RIN>8 were accepted. The RNA was reverse transcribed, amplified, biotinylated and fragmented with the Ovation Pico WTA v2 and Encore Biotin Module (NuGEN Technologies, Leek, The Netherlands) and subsequently hybridized on Mouse Genome 430 2.0 Arrays (Affymetrix, High Wycombe, UK) according to the manufacturers protocols. The raw data containing.CEL files, including metadata and matrix with normalized gene expression were uploaded to GEO and will be accessible from publication date under accession number: GSE45028 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45028.

### Microarray analysis and qPCR validation

#### Microarray analysis

Quality analysis of the CEL data was assessed by running a standardized workflow developed at the BiGCaT department of Maastricht University - The Netherlands (http://www.arrayanalysis.org/). The expression data containing.CEL files were imported and processed further with BRB-ArrayTools (R. Simon, http://linus.nci.nih.gov/BRB-ArrayTools.html). Gene expression data was normalized using RMA (Robust Multichip Average) [17].

A list of differentially expressed genes (DEGs) among the two classes was identified by using a multivariate permutation test using the class comparison tool in BRB-arraytools. The multivariate permutation test was used to provide 90% confidence that the false discovery rate (FDR) was less than 10% [18], [19]. The FDR is the proportion of the list of genes claimed to be differentially expressed that are false positives. Partek Genomics Suite (Partek Inc., Saint Louis, MO, USA) was used for the principle component analysis (PCA) and for the hierarchically clustered representation of the DEGs. Ingenuity pathway analysis (Ingenuity Systems, www.ingenuity.com) was used for annotation, mapping of the DEGs to known biological networks and to visualize interactions between genes.

#### Quantitative PCR validation

RNA and cDNA for the Q-PCR validation was prepared according to the same procedure as described above. Q-PCR was performed with a commercially available mix (TaqMan Universal PCR Master Mix) according to the manufacturer’s protocol on a 7900HT Fast Real-Time PCR System (Applied Biosystems). All TaqMan probes and consensus primers were preformulated and designed by the manufacturer (TaqMan Gene Expression Assays; Applied Biosystems). The quantitative value obtained from Q-PCR is a cycle threshold (Ct). Normalized expression values for each gene were calculated by the following formula: 2^−(Ct[gene]–Ct[Rpl19])^, with *Rpl19* as housekeeping gene for normalization.

### BrdU incorporation and detection

Mice were injected intraperitoneal at an age of 5 weeks with 1 mg BrdU from the FITC BrdU flow kit (Becton Dickinson); Brdu (0.8 mg/ml) was added to the drinking water for the next 96 h hours. Mice were sacrificed after 24, 48 and 96 h and tissue was prepared described in the preparation of cell suspensions. The pre-sorted pancreatic CD45^+^ cells were stained with cell surface markers and subsequently fixed and permeabilized using Cytofix/Cytoperm and Perm/Wash buffer from the BrdU flow kit according to the manufacturer’s protocol. BrdU was detected by a monoclonal antibody BrdU-FITC (Becton Dickinson) BrdU expression in the pancreatic DC was detected using a BD FACSCanto HTSII (Becton Dickinson) flow cytometer and analyzed with Flowjo software (Tree Star).

### Cytokine measurements

Concentrations of IL-6, IL-10, IL-12p70 and TNF-α were measured in the supernatants from CD8α^−^ DC cultures with the FlowCytomix cytometric bead array according to the manufacturer’s protocol (eBioscience). Briefly, a mixture of beads coated with antibodies against IL-6, IL-10, IL-12p70 and TNF-α were incubated with the supernatant or standard mixture. The antigens present in the sample bind to the antibodies linked to the different fluorescent beads. A biotin-conjugated second antibody mixture was added and finally streptavidin-PE, to emit a fluorescent signal. Fluorescent signals from the beads were measured on a BD FACSCanto II HTS (Becton Dickinson) and analyzed with FlowCytomix Pro Software (eBioscience).

### Statistical analysis and figures

For direct comparisons between the strains, the Mann–Whitney U test was used for unpaired analysis or as noted otherwise in the figure legend. All analyses were carried out using IBM SPSS statistics 20 software (SPSS, Chicago, IL, USA) and considered statistically significant if P<0.05. Graphs were designed with Graphpad Prism 5.0 (Graphpad Software, La Jolla, CA, USA).

## Results

### Reduced expression of proliferation, maturation, migration, inflammation and growth factor gene networks in NOD steady state pancreatic CD8α^−^ DCs

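Steady state gene expression was measured in CD11c+CD8α- DCs from the pancreas of NOD mice, which develop autoimmune diabetes spontaneously, and of C57BL/6 mice, the control strain. Each sample was a pool of 10 pancreases of mice aged 5 weeks, and there were 3 NOD and 4 C57BL/6 samples. The pancreases were digested enzymatically, CD45+ cells (leukocytes) were pre-selected magnetically, and the DCs were sorted by flow cytometry and lysed directly. The amplified RNA was hybridized to Affymetrix mouse genome arrays, on which each transcript is read by a probe set, a group of short probes, and many genes have several probe sets. The authors normalized the arrays with RMA, which corrects the background, aligns the distributions of the probe signals between arrays and summarizes each probe set as a log2 signal. The median log2 signal of the 7 arrays lay between 7.63 and 7.68, and arrays of the same strain correlated with r between 0.989 and 0.997 over all probe sets. From these values, the strains were compared for 45037 probe sets, without the control probe sets, with limma. A probe set was called at a Benjamini-Hochberg adjusted p under 0.10, which is the false discovery rate of the study. A gene with several probe sets is given by its brightest one, which yields 18193 named genes. A log2 signal below 7.27 lies within the range of receptor genes of olfactory neurons and is marked here as below the floor. The number of arrays limits the precision. In simulated data of this design, 67, 67 and 66 of the 45037 probe sets were changed by 0.5, 1 and 2 on the log2 scale. Of these, 31.3%, 83.6% and 100% were called. With so few changed, the adjustment is stricter than in the real comparison, where the shares may be higher. A sequence difference between the strains under the probes can also change a signal. This was examined for the Reg genes alone, where it stayed open. Values below are log2 signals as mean ± SD, with n = 3 NOD and n = 4 C57BL/6 samples at steady state, and fold changes are log2 differences of NOD minus C57BL/6.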

To characterize the CD8α^−^ DC subset in the NOD, a microarray analysis was conducted on CD8α^−^ DCs isolated from 5 weeks old NOD and C57BL/6 pancreases. In total, 2122 differentially expressed genes (DEGs) among the pancreatic NOD and C57BL/6 CD8α^−^ DCs were identified, using a multivariate permutation test.

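The genes with the largest rise in NOD steady state CD8α- DCs included Zfp979, a zinc finger gene, with 10.06 ± 0.33 in NOD and 4.32 ± 0.16, below the floor, in C57BL/6 (log2 fold change 5.74, SE 0.15, adjusted p = 1.49e-08). Fbp1, an enzyme of gluconeogenesis, rose by 4.42 (SE 0.27, adjusted p = 2.43e-06), and Hal, which breaks down histidine, by 3.80 (SE 0.20, adjusted p = 8.07e-07). Htr1b, a serotonin receptor, rose by 3.49 (SE 0.11, adjusted p = 3.13e-08). Ctrc, a chymotrypsin of pancreatic acinar cells, was at 12.28 ± 0.72 in NOD and 8.50 ± 0.18 in C57BL/6, a log2 fold change of 3.79 (SE 0.26, adjusted p = 7.24e-06). In all, 6769 of the 45037 probe sets differed between the strains, and 2769 of the 18193 genes did. The NOD and C57BL/6 samples did not overlap for 2636 of these 2769 genes; of all genes, 24.3% were separated in this way, where chance gives 5.71%. Without NOD replicate 6, 4390 probe sets were called. With a permutation bound modelled on the multivariate permutation test of the study, but computed from limma's p-values at 90% confidence, 4380 were. With an ordinary t statistic for each probe set, adjusted in the same way, 4250 were called.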

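Across all 45037 probe sets, the mean Euclidean distance between a NOD and a C57BL/6 steady state array was 91.6 (range 80.0 to 123.9), against 61.2 between NOD arrays and 51.6 between C57BL/6 arrays. With average linkage, the 3 NOD arrays formed a branch of their own and so did the 4 C57BL/6 arrays, and both joined before either met a cultured sample. In a principal component analysis of all 22 arrays of the study, the second component, with 8.39% of the variance, was between 30.0 and 33.8 in the NOD steady state arrays and between −18.6 and −17.3 in those of C57BL/6. The first component, with 72.1% of the variance, separated the steady state from the cultured samples and overlapped between the strains at steady state. Both steady state groups kept their own branch with complete linkage, with 1 minus the Pearson correlation as the distance and with only probe sets above the floor.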

Hierarchical clustering of the samples and PCA analysis indicated a clear distinction in global gene expression profiles between the NOD and C57BL/6 CD8α^−^ DCs (Figure 1a, b). The majority of DEGs (1380; 65%) were down-regulated in the NOD pancreas CD8α^−^ DCs. 

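Among the genes with the largest fall in NOD steady state CD8α- DCs were Cd300ld, an activating receptor of myeloid cells, with 8.69 ± 0.14 in NOD and 12.18 ± 0.14 in C57BL/6 (log2 fold change −3.49, SE 0.11, adjusted p = 3.13e-08), and Klra2, a receptor of the Ly49 family (−3.24, SE 0.10, adjusted p = 2.62e-08). Zfp874a, a zinc finger gene, fell by 3.67 (SE 0.13, adjusted p = 5.02e-08), and Eps8l1, a regulator of actin, by 3.23 (SE 0.14, adjusted p = 2.93e-07). Cep85, a centrosomal gene, was at 13.60 ± 0.06 in C57BL/6 and varied widely in NOD, at 9.77 ± 1.28 (−3.83, SE 0.44, adjusted p = 0.000238). Whether sequence differences between the strains under the probes add to these falls was not tested. Of the 6769 probe sets called, 3576 (52.8%) were lower and 3193 higher in NOD. Of the 2769 genes, 1519 (54.9%) were lower and 1250 higher. With the permutation bound, 57.6% of the called probe sets were lower.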

Figure 1c shows a hierarchically clustered heat map of all significant DEGs. 

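Of 35 gene lists of cell functions and cell types, 17 were shifted in NOD steady state CD8α- DCs by limma's camera test at an adjusted p under 0.10. Lists of the cell cycle, type I interferon response, leukocyte migration, inflammatory cytokines, DC maturation, Reg genes and NK cells were among those lower in NOD, and neuronal adhesion and islet endocrine genes were higher. Camera compares each list with all other genes at a preset correlation of 0.01 between members, and no list passed with the correlation estimated from the arrays. Markers of other leukocytes differed in both directions. Of 13 plasmacytoid DC markers, 4 were higher in NOD and 2 lower (4 and 2 when adjusted over the list alone); Siglech, an endocytic receptor of these cells, rose by 1.67 (SE 0.15, adjusted p = 4.03e-05) and Ccr9 by 0.97 (SE 0.10, adjusted p = 0.000138, 4 of 5 probe sets called). Of 14 T cell markers, 4 were higher and 1 lower (4 and 1 adjusted over the list alone), with Cd4 higher by 1.24 (SE 0.17, adjusted p = 0.000746) and Cd3e by 0.79 (adjusted p = 0.0133), while Cd2 fell by 1.06 (adjusted p = 7.49e-05). Of 14 B cell markers, 4 were lower and none was higher (4 and 0 adjusted over the list alone), and of 19 mast cell and basophil markers, 4 were lower and none was higher (4 and 0 alone); Cma1, a mast cell chymase, fell by 1.18 (SE 0.11, adjusted p = 4.85e-05). Of 7 eosinophil markers 3 were higher and 3 lower, both also over the list alone, with the ribonuclease Rnase2a higher by 2.38 (adjusted p = 0.000149) and Siglecf lower by 1.05 (adjusted p = 0.00182). Of 10 neutrophil markers 2 were higher and 3 lower (2 and 4 over the list alone), with the granule gene Ngp lower by 0.79 (adjusted p = 0.000898). Of 15 fibroblast and stellate cell genes 5 were lower and none was higher (8 and 0 over the list alone), with Dcn lower by 0.71 (adjusted p = 0.00953; 1 of its 2 probe sets called, the other at −0.12); camera's adjusted p = 0.0014 became 0.36 with an estimated correlation. Of 14 endothelial genes 2 were higher and none was lower (4 and 0 alone), and of 18 islet endocrine genes 2 were higher and none was lower (4 and 0 alone).

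**Figure D1:**
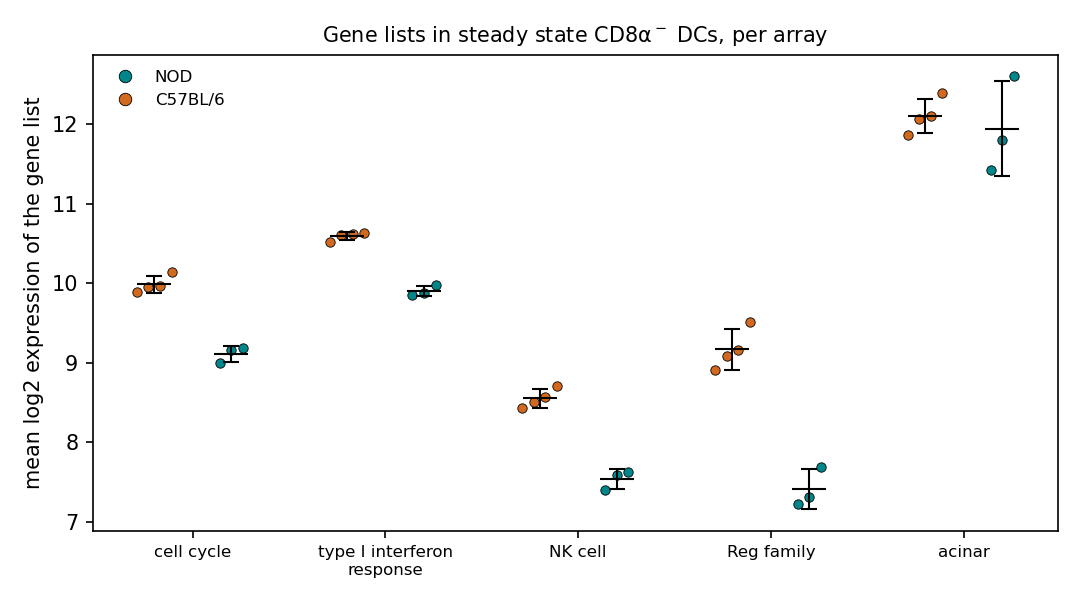
Mean log2 signal of the genes of each list in each steady state array of NOD (n = 3) and C57BL/6 (n = 4) mice. Each dot is an array and each bar the mean ± SD of a strain; the cell cycle list lies between 8.99 and 9.18 in NOD and between 9.89 and 10.1 in C57BL/6.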

We conducted Ingenuity Pathway analysis of the DEGs and mainly found a reduced expression of gene networks of proliferation/apoptosis factors, of maturation, migration and inflammatory response factors, and of growth factors including islet regeneration factors in NOD steady state pancreatic CD8α^−^ DCs. Table 1 shows the top abnormally expressed genes (lowest P-value, largest fold-up/down) in these networks as categorized by Ingenuity. 

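Of the 4 measured genes that Table 1 places under proliferation and apoptosis, 2 were lower in NOD and none was higher. Of the 15 under maturation, inflammation and migration, 11 were lower and 2 higher, and all 6 under growth and support were lower. The 4 genes listed as others were all higher. These genes were chosen by the study on these samples, so the counts are not independent evidence of a direction. Adjusted over each list alone, the counts were 3 lower and 1 higher of 4, 11 lower and 3 higher of 15, 6 lower of 6 and 4 higher of 4. Counts are by the brightest probe set of each gene, at an adjusted p under 0.10 from limma.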

Of the networks we validated several of these top-ranking genes in q-PCR (Table 1; in bold) and the q-PCR results confirmed the results obtained from the microarray analysis.

**Figure 1:**
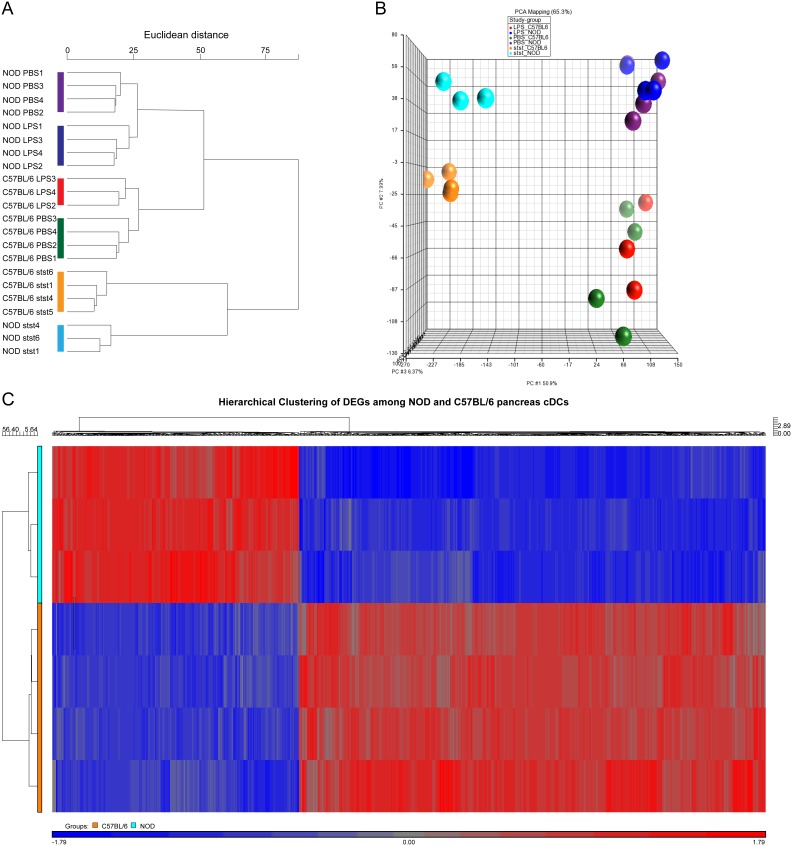
Graphical representation of the samples. Dendrogram of the samples after hierarchical clustering (Euclidean distance with average linkage) of the genome-wide gene expression profiles of the pancreatic CD8α^−^ DCs under steady-state conditions and after *in vitro* LPS stimulation (A). PCA analysis was used to compare all groups. Separation of the groups by principle components 1–3 that show 65.3% of the variance (B). Heatmap with hierarchical clustering (Euclidean distance with average linkage) of the DEG genes among the NOD (Cyan) and C57BL/6 (Orange) pancreatic CD8α^−^ DCs (C). Normalized 2 log-transformed probeset expression values are visualized as a gradient from low (blue) to high (red) expression.

**Table 1:** Differentially expressed genes among the pancreatic C57BL/6 and NOD CD8α^−^ DCs.

Gene symbol	Fold change	P-value	Description
**Cell proliferation and apoptosis network**			
**Cdk1**	**−1.7**	**2.3e-4**	**cyclin-dependent kinase 1**
Cdk4			cyclin-dependent kinase 4
**Mki67**	**−2.4**	**1.0e-8**	**antigen identified by monoclonal antibody Ki-67**
Bcl2	**−**6.5	<1.0e-7	B cell leukemia/lymphoma 2
Bcl2a1a	**−**1.6	3.1e-4	B cell leukemia/lymphoma 2 related protein A1a
**Cell maturation, inflammation and cell migration network**			
Cd24	**−**1.4; −1.4; −1.5	8.4e-4; 4.4e-4; 4.7e-4	CD24a antigen
**Il10**	**−3.1**	**2.5e-5**	**interleukin 10**
Il12b	**−**2.8	1.6e-6	interleukin 12B
**Ifng**	**−2.5**	**5.5e-5**	**interferon gamma**
**Mx1**	**−1.9**	**8.6e-6**	**myxovirus (influenza virus) resistance 1**
IL15	**−**1.9	3.6e-4	interleukin 15
Il36g	1.9	7.0e-5	interleukin 1 family, member 9
**Ifi202b**	**35.0;14.1**	**<1.0e-7; <1.0e-7**	**interferon activated gene 202B**
**Ifi204**	**−26.0; −13.4; −12.9;** **−2.9; −2.7; −2.0**	**<1.0e-7; <1.0e-7;** **<1.0e-7; <1.0e-7;** **5.5e-6; 4.0e-7**	**interferon activated gene 204**
Ccl2	**−**2.1	2.3e-4	chemokine (C-C motif) ligand 2
**Ccr5**	**−4.9; −3.0; −1.9**	**2.0e-7; 2.3e-5; 9e-7**	**chemokine (C-C motif) receptor 5**
**Thbs1**	**−4.0; −2.9; −2.0**	**1.9e-4; 9.5e-5; 9.5e-5**	**thrombospondin 1**
**H60a**	**59.0; 5.6;**	**<1.0e-7; 1.0e-7**	**histocompatibility 60a**
**CD200R3**	**−34.2**	**<1.0e-7**	**CD200 receptor 3**
**Chi3l3 (or Ym1)**	**−1.9**	**6.9e-4**	**chitinase 3-like 3**
**CD40**	**−1.6; −1.5**	**1.5e-4;1.3e-4**	**CD40 antigen**
**Mif**	**1.3**	**2.7e-2**	**macrophage migration inhibitory factor**
**Growth and support networks**			
***Reg2***	**−34.9**	**<1.0e-7**	**Regenerating islet-derived 1 beta**
***Reg3a***	**−16.3; −4.2**	**<1.0e-7; 4.0e-7**	**Regenerating islet-derived 3 alpha**
***Reg3g***	**−3.9**	**1.0e-6**	**Regenerating islet-derived 3 gamma**
*Reg3d*	**−**2.4	1.8e-5	Regenerating islet-derived 3 delta
***Reg1***	**−2.4**	**7.6e-4**	**Regenerating islet-derived 1 alpha**
***Fgf2***	**−2.6**	**7.0e-7**	**Fibroblast growth factor 2**
**Others**			
Nrcam	41.2; 8.6, 5.1	<1.0e-7; <1.0e-7; <1.0e-7	Neuronal cell adhesion molecule
Cd209b	2.3; 2.0	1.9e-6; 6.3e-5	CD209b antigen ()
Ank2	3.9; 3.7; 3.7; 2.8; 2.5	<1.0e-7; <1.0e-7; 2.0e-7; 4.0e-7	ankyrin 2
Cacna1a	8.8; 6.2; 4.1; 2.8	<1.0e-7; <1.0e-7; 1.0e-7; 1.6e-4	calcium channel, voltage-dependent, P/Q type, alpha 1A subunit

Differentially expressed genes (DEGs) among the pancreatic C57BL/6 and NOD CD8α^−^ DCs were identified by using a multivariate permutation test. Negative fold change means down in NOD compared to C57BL/6 mice. The table shows a list of highly significant DEGs summarized per functional category. Annotation and functional category were provided by Ingenuity Pathway Analysis. Genes in **bold** were significant in the q-PCR validation.

### Proliferation/apoptosis network

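The proliferation marker Mki67 was lower in NOD steady state CD8α- DCs, at 10.86 ± 0.09 against 12.14 ± 0.09 in C57BL/6, a log2 fold change of −1.27 (SE 0.10, adjusted p = 1.27e-05). Of 39 cell cycle genes, 34 were lower in NOD and none was higher (36 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of −0.93. Cdk1, the kinase that drives entry into mitosis, fell by 0.79 (SE 0.15, adjusted p = 0.00565), and the spindle motor Kif11 by 1.39 (SE 0.11, adjusted p = 1.68e-05). The spindle genes Nusap1 and Tpx2 fell by 1.64 (SE 0.13, adjusted p = 1.93e-05) and 1.26 (SE 0.11, adjusted p = 3.03e-05). Cdk4, which acts earlier in the cycle, had a log2 fold change of 0.20 (SE 0.09, adjusted p = 0.198). Of 19 apoptosis regulators, 3 were lower and none was higher (3 and 0 over the list alone): the pro-apoptotic genes Bid (−0.97, SE 0.13, adjusted p = 0.000796) and Pmaip1 (−0.67, SE 0.19, adjusted p = 0.0493) and the death ligand Fasl (−0.67, SE 0.14, adjusted p = 0.00966), which was below the floor in both strains. The anti-apoptotic Bcl2 was at 10.71 ± 0.13 and 10.89 ± 0.03 on its brightest probe set (−0.18, SE 0.10, adjusted p = 0.28), and 1 of its 5 probe sets was called, at −2.70; the mean of its probe sets was called lower (−0.75, SE 0.11, adjusted p = 0.00146). By camera, the cell cycle list was lower with an adjusted p = 2.1e-29 and the apoptosis list with an adjusted p = 0.066; with an estimated correlation these were adjusted p = 0.16 and adjusted p = 0.38. The call of Pmaip1 was lost without NOD replicate 4 (adjusted p = 0.173), and Fasl's in a fit over all 6 groups (adjusted p = 0.124); 1 of 2 probe sets was called for Nusap1 and 2 of 4 for Tpx2.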

An important proportion of the discriminating cell proliferation and apoptosis DEGs were involved in down-regulation of proliferation, including a gene network involved in the proliferation of phagocytes (Figure S2 in File S1) suggesting a poor proliferation capacity of the DCs. To functionally verify a putative reduced proliferation capacity of NOD pancreatic DCs we injected NOD and C57BL/6 mice with BrdU, and BrdU^+^CD11c^+^ DCs in the pancreas were assessed by flow cytometric analysis after 24, 48, and 96 h (Figure 2a; CD8α was not included in the analysis as the vast majority of CD11c^+^ DCs are CD8α^−^). The total number of CD11c^+^BrdU^+^ DCs in the NOD pancreas was significantly decreased as compared to the C57BL/6 pancreas at all timepoints (Figure 2b), corroborating the finding of the reduced expression of genes involved in cell proliferation.

**Figure 2:**
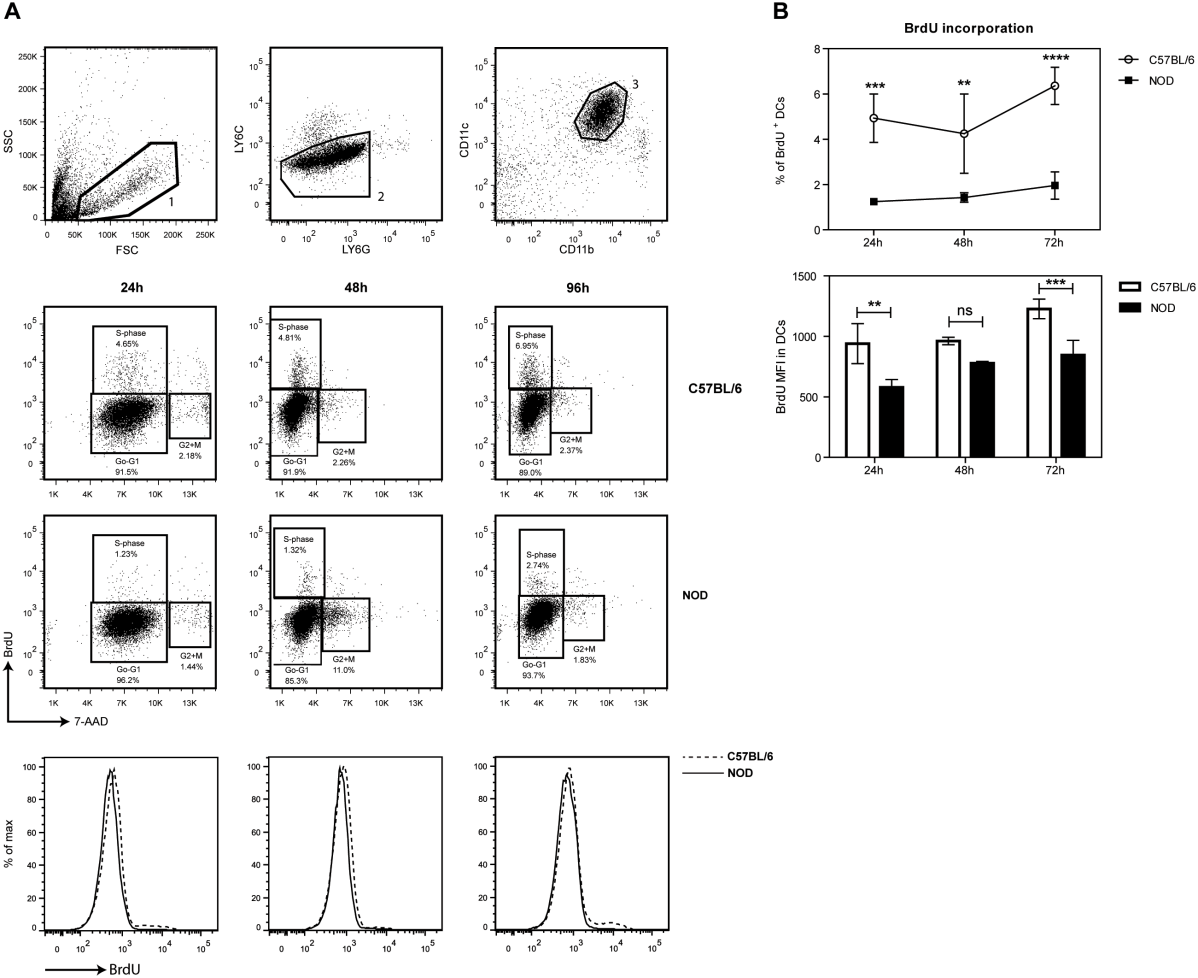
BrdU detection in mouse pancreas. Upper panel: gating strategy for DCs in the pancreas; bottom panel: FACS plots (top panel) containing the percentage of pancreatic DCs in the S-phase after 24, 48, 96 h in the 5 week old C57BL/6 and NOD mice. Histograms (bottom panel) showing the BrdU expression after 24, 48, 96 h in the C57BL/6 and NOD mice (A). Mean and SD of the percentages of BrdU^+^ DCs and mean and SD of the BrdU MFI in pancreatic DCs from both the NOD and C57BL/6 mice (B). N = 8, two-way ANOVA was used to compare % of BrdU+ cells over time and students t-test was used to compare BrdU MFI for each timepoint: **P<0.01, ***P<0.001, ****P<0.0001.

### Cell maturation, inflammation and cell migration network

A high ranking network within the reduced network of maturation and inflammation consisted of the down-regulation of various inflammatory response genes (Figure S3 in File S1), such as Il10, Il12b, Ifng and Chi3l3 (YM1, an enzyme involved in alternative macrophage polarization and known for its Th2 cell promoting effects [19], [20]) and the down-regulation of the co-stimulatory gene CD40. These findings suggest a reduced classical DC maturation of steady state NOD pancreatic CD8α^−^ DCs. This observation is supported by previous functional studies of our group, in which we found with regard to the DC differentiation from bone marrow precursors that the cells showed a poor differentiation into fully competent classical immune stimulatory DCs, yet deviated to another phenotype, i.e. a more “macrophage like” phenotype [20]. It is therefore important to note that we found in this network various inflammatory genes known for macrophage activation up-regulated (such as Ifi202b, Il36g and Mif) as well as CD209b. 

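Il10, an anti-inflammatory cytokine, was at 6.48 ± 0.37 in NOD and 8.10 ± 0.46 in C57BL/6 steady state CD8α- DCs, a log2 fold change of −1.63 (SE 0.24, adjusted p = 0.00143). Ifng fell by 1.31 (SE 0.21, adjusted p = 0.0025), the chitinase-like Chi3l3, annotated as Chil3, by 0.89 (SE 0.20, adjusted p = 0.0146) and Cd40 by 0.62 (SE 0.11, adjusted p = 0.00377). Il12b, a subunit of IL-12, had a log2 fold change of −0.43 on its brightest probe set (SE 0.13, adjusted p = 0.0737). Its other, dimmer probe set was called as well, at −1.50 (adjusted p = 0.000199). Of 37 inflammatory cytokines and LPS targets, 11 were lower in NOD and 2 higher (15 and 3 when adjusted over the list alone), with a median of −0.42; the acute phase gene Saa3 fell by 2.48 (SE 0.29, adjusted p = 0.000285) and the chemokines Ccl5 and Ccl7 by 0.76 (adjusted p = 0.000804) and 0.95 (adjusted p = 0.00276). Of 21 NK cell markers, 17 were lower in NOD and 1 was higher (18 and 1 over the list alone), with a median of −1.03, in the same samples in which Ifng was lower. The granzyme Gzma was at 10.11 ± 0.21 in NOD and 11.72 ± 0.13 in C57BL/6 (−1.61, SE 0.12, adjusted p = 1.29e-05), the NK receptor Ncr1 fell by 1.46 (SE 0.11, adjusted p = 1.38e-05) and the transcription factor Tbx21 fell by 1.36 (SE 0.10, adjusted p = 1.21e-05). By camera, the inflammatory list was lower with an adjusted p = 0.0013 and the NK cell list with an adjusted p = 1.7e-16, which became adjusted p = 0.41 and adjusted p = 0.16 with an estimated correlation. On the brightest probe set, the call of Il12b was lost without any 1 of the arrays other than NOD replicate 4 (adjusted p = 0.109 to 0.214). It was also lost in a fit over all 6 groups (adjusted p = 0.184), as was that of Chil3 (adjusted p = 0.341). Of the 3 probe sets of Cd40, 2 were called.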

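Of 18 genes of DC maturation and costimulation, 6 were lower and 2 higher in NOD steady state CD8α- DCs (10 and 2 when adjusted over the list alone), with a median log2 fold change of −0.28. Icam1, an adhesion molecule of the contact with T cells, fell by 0.46 (SE 0.09, adjusted p = 0.00919), Ccr7, the receptor that directs mature DCs to lymph nodes, by 0.49 (SE 0.13, adjusted p = 0.0326), and the cytokine Il15 by 0.92 (SE 0.19, adjusted p = 0.00916). The costimulatory Cd86 was higher, at 11.93 ± 0.10 in NOD and 11.62 ± 0.07 in C57BL/6 (0.31, SE 0.10, adjusted p = 0.0638). Of 17 markers of conventional DCs, 4 were lower and 1 was higher (8 and 1 alone), with Itgax, the gene of CD11c, lower by 0.43 (SE 0.09, adjusted p = 0.0114). Of 27 genes of the type I interferon response, 21 were lower and none was higher (24 and 0 alone), with a median of −0.63. Mx1 was at 9.27 ± 0.21 in NOD and 10.17 ± 0.09 in C57BL/6 (−0.90, SE 0.12, adjusted p = 0.000559), and the antiviral genes Oas3, Rsad2 and Ifit3 fell by 1.60 (SE 0.11, adjusted p = 7.95e-06), 1.52 (SE 0.10, adjusted p = 6.54e-06) and 1.34 (SE 0.10, adjusted p = 1.27e-05). By camera, the adjusted p was 0.014 for maturation, 0.044 for conventional DCs and 4.4e-18 for the interferon response; with an estimated correlation these were adjusted p = 0.36, adjusted p = 0.29 and adjusted p = 0.15. The call of Ccr7 was lost without NOD replicate 4 (adjusted p = 0.113), that of the conventional DC list without C57BL/6 replicate 4 (adjusted p = 0.103), and that of Cd86 without NOD replicate 4 or 6 or C57BL/6 replicate 1, 5 or 6 (adjusted p = 0.118 to 0.182), with the replicate number as a block (adjusted p = 0.11) and for the mean of its 2 probe sets (adjusted p = 0.222), of which 1 was called. From the lower expression of the inflammatory genes and of Cd40, and citing its earlier functional studies, the paper proposes that the classical maturation of these DCs is reduced in NOD mice. By flow cytometry it reports lower CD86 protein on NOD CD8α- DCs, whereas Cd86 RNA was higher here.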

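Ifi202b, an interferon-inducible gene of the p200 family, was at 12.71 ± 0.13 in NOD and 8.90 ± 0.12 in C57BL/6 steady state CD8α- DCs, a log2 fold change of 3.81 (SE 0.11, adjusted p = 1.49e-08). Of 5 listed genes of this family, 1 was higher and 2 were lower (2 and 2 when adjusted over the list alone), with a median of −0.10. Ifi204 fell by 1.41 (SE 0.18, adjusted p = 0.000472), Ifi209 by 1.53 (SE 0.11, adjusted p = 1.26e-05) and Ifi213, a relative outside the list, fell by 3.75 (SE 0.13, adjusted p = 4.85e-08). Cd209b was at 10.66 ± 0.22 in NOD and 9.48 ± 0.16 in C57BL/6 (1.17, SE 0.13, adjusted p = 0.000208). Il36g, annotated as Il1f9, was below the floor in both strains at 6.33 ± 0.33 and 5.38 ± 0.17 (0.95, SE 0.16, adjusted p = 0.00278), and Mif had a log2 fold change of 0.35 (SE 0.14, adjusted p = 0.147). Of 25 macrophage markers, 2 were higher in NOD and 4 lower (2 and 6 when adjusted over the list alone); the median log2 fold change was 0.01 and the mean −0.16, and camera's adjusted p was 0.27 in the lower direction. Besides Cd209b, the endosomal Cd68 was higher by 0.36 (SE 0.10, adjusted p = 0.0444), whereas the Fc receptor Fcgr4 fell by 1.29 (SE 0.09, adjusted p = 1.06e-05), the scavenger receptor Marco by 1.41 (SE 0.22, adjusted p = 0.00228) and Cd5l by 1.97 (SE 0.33, adjusted p = 0.00314). Of 16 genes of alternative activation, 5 were lower and 1 was higher (6 and 3 alone), with Arg1 lower by 0.92 (SE 0.13, adjusted p = 0.00113), Ccl17 by 0.72 (SE 0.12, adjusted p = 0.00372) and Pparg by 0.60 (SE 0.11, adjusted p = 0.00436), and camera's adjusted p was 0.43. With the replicate number as a block Mif passed the test (adjusted p = 0.0715), as it did without NOD replicate 1 (adjusted p = 0.0742), while Cd68 lost its call without NOD replicate 4 or 6 (adjusted p = 0.131 and 0.13).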

CD209b also known as SIGN-R1 is a C-type lectin involved in binding and capture of dextran, pathogens and encapsulated bacteria and highly expressed on macrophages [17]. Collectively these gene expression data point to a qualitatively different immune and inflammatory set point of the NOD CD8α^−^ DCs (more “macrophage-like”).

We also found in the network of cell maturation, inflammation and cell migration the down-regulation of a set of genes involved in tolerance induction (CD200R3, CCR5 and CD24). 

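Cd24a, the gene of CD24, was at 12.26 ± 0.23 in NOD and 12.87 ± 0.13 in C57BL/6 steady state CD8α- DCs, a log2 fold change of −0.61 (SE 0.13, adjusted p = 0.00993). Cd200r3, a receptor of the CD200 receptor family, was below the floor in both strains at 4.68 ± 0.11 and 4.82 ± 0.14 (−0.14, SE 0.11, adjusted p = 0.449). Its paralog Cd200r4 was at 9.10 ± 0.26 in C57BL/6 and 4.00 ± 0.40, below the floor, in NOD, the largest fall among the named genes outside the Reg family (−5.09, SE 0.19, adjusted p = 7.49e-08). Of 18 genes of tolerance induction, fixed from general knowledge, 3 were lower and 1 was higher in NOD (4 and 1 when adjusted over the list alone), with a median of −0.11 and camera's adjusted p = 0.24. The genes of this list that were lower were Cd24a, Il10 and Aldh1a2, an enzyme of retinoic acid synthesis (−0.54, SE 0.14, adjusted p = 0.0309), and Ido2, an enzyme of tryptophan breakdown, was higher by 0.50 (SE 0.15, adjusted p = 0.0589). The call of Aldh1a2 was lost without NOD replicate 6 (adjusted p = 0.119) and that of Ido2 without NOD replicate 1 or 4 or C57BL/6 replicate 4 or 6 (adjusted p = 0.101 to 0.2). In a fit over all 6 groups, neither Cd24a nor Aldh1a2 passed the test (adjusted p = 0.348 and 0.259).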

To validate these findings we performed a limited flow cytometric analysis for the proteins encoded by these genes. NOD pancreatic CD8α^−^ DCs expressed minor, but significantly reduced levels of CD200R3, CCR5, and CD24 as well as for CD86 (Figure 3).

**Figure 3:**
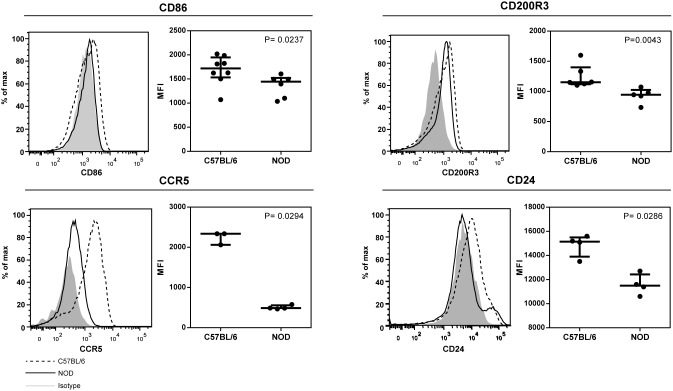
Flow cytometric analysis of CD8α^−^ DCs. Flow cytometric analysis of CD8α^−^ DCs isolated from the pancreas of 5 week old C57BL/6 and NOD mice according to the gating strategy shown in Figure 1. Histograms and scatterplots depict the expression of CD86, CD200R3, CCR5 and CD24 on CD11c^+^CD8α^−^ DCs. The median with error bars indicating the interquartile range are shown. (N = 4 for CCR5, N = 8 for the other markers). P-values were determined by Mann-Whitney U test.

Several of the maturation and inflammatory network genes also belong to gene networks involved in migration of mononuclear leukocytes (e.g.Ccl2). The down-regulation of this network suggests a reduced migration/trafficking of the pancreatic CD8α^−^ DCs in the NOD mouse model. This is in line with the previous functional observations of our group on a reduced migration capability of NOD DC [21], [43].

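Of 30 genes of leukocyte migration, 18 were lower in NOD steady state CD8α- DCs and 4 higher (20 and 4 when adjusted over the list alone), with a median log2 fold change of −0.61. Mmp9, a protease that degrades the extracellular matrix, was at 10.11 ± 0.14 in NOD and 11.92 ± 0.34 in C57BL/6 (−1.82, SE 0.17, adjusted p = 5.82e-05). The chemokines Xcl1 and Cxcl12 fell by 1.45 (SE 0.13, adjusted p = 3.91e-05) and 1.00 (SE 0.13, adjusted p = 0.000672), the integrin Itga4 by 0.77 (SE 0.09, adjusted p = 0.00032) and Thbs1, a matrix glycoprotein, by 1.03 (SE 0.18, adjusted p = 0.00356). Xcl1 is also on the NK cell list, whose mean was 7.54 in NOD and 8.55 in C57BL/6. The fibroblast and stellate list had means of 8.65 and 9.01. Whether the fall of the migration genes lies within DCs was not tested. Ccl2, which attracts monocytes, was at 11.43 ± 0.37 in NOD and 11.97 ± 0.16 in C57BL/6 (−0.55, SE 0.16, adjusted p = 0.0629). The chemokines Ccl24 and Cxcl14 went the other way, by 1.30 (SE 0.12, adjusted p = 4.9e-05) and 0.95 (SE 0.11, adjusted p = 0.000216). By camera, the list was lower with an adjusted p = 2.2e-07, and with an estimated correlation adjusted p = 0.16. The call of Ccl2 was lost without NOD replicate 1 or 4 or C57BL/6 replicate 4, 5 or 6 (adjusted p = 0.101 to 0.211), and 2 of the 3 probe sets of Cxcl12 were called.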

### Growth and support networks

Of particular interest was also the down-regulation of growth-factor networks and a specific set of genes involved in islet regeneration belonging to the Islet Regenerating (Reg) gene family, which were strongly down-regulated in the NOD pancreatic CD8α^−^ DCs (Table 1). These genes included Reg1, 2, 3a, 3d and 3g.

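Reg2, a member of the Reg family of secreted lectins, was at 7.44 ± 0.47 in NOD and 12.56 ± 0.39 in C57BL/6 steady state CD8α- DCs, a log2 fold change of −5.12 (SE 0.24, adjusted p = 3.95e-07). Of 7 measured Reg genes, 6 were lower in NOD and none was higher (6 and 0 when adjusted over the list alone). Reg3b fell by 2.08 (SE 0.20, adjusted p = 8.09e-05), Reg3a by 1.97 (SE 0.21, adjusted p = 0.000149), Reg1 by 1.27 (SE 0.28, adjusted p = 0.0163) and Reg3d by 1.26 (SE 0.18, adjusted p = 0.00112). Reg3g, below the floor in both strains, fell by 0.74 (SE 0.18, adjusted p = 0.0269), and Reg4 had a log2 fold change of 0.14. Genes of digestive enzymes made by pancreatic acinar cells gave high signals in the same sorted samples: the chymotrypsinogen Ctrb1 was at 14.06 in C57BL/6 and 14.09 in NOD, above the signal of 99.7% of all genes. Signals of different probe sets compare only roughly. Of 23 acinar genes, 1 was lower and 1 higher in NOD, also over the list alone, with a median of −0.28; the trypsinogen Prss3 fell by 1.78 (SE 0.39, adjusted p = 0.0147). Of 28 growth factors, 4 were lower and 2 higher (4 and 2 alone), with a median of −0.02 and camera's adjusted p = 0.43; Kitl, the ligand of Kit, fell by 0.70 (SE 0.11, adjusted p = 0.00265, 3 of 4 probe sets called) and Fgf7, below the floor, rose by 0.62 (SE 0.11, adjusted p = 0.00344). By camera, the Reg list was lower with an adjusted p = 1.1e-06, and with an estimated correlation adjusted p = 0.16; the acinar list had an adjusted p = 0.066, and with an estimated correlation adjusted p = 0.73. Reg1 lost its call in a fit over all 6 groups (adjusted p = 0.325), and the acinar list without NOD replicate 4 or 6 or C57BL/6 replicate 5 (adjusted p = 0.183, 0.996 and 0.298) and with the replicate number as a block (adjusted p = 0.215).

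**Figure D2:**
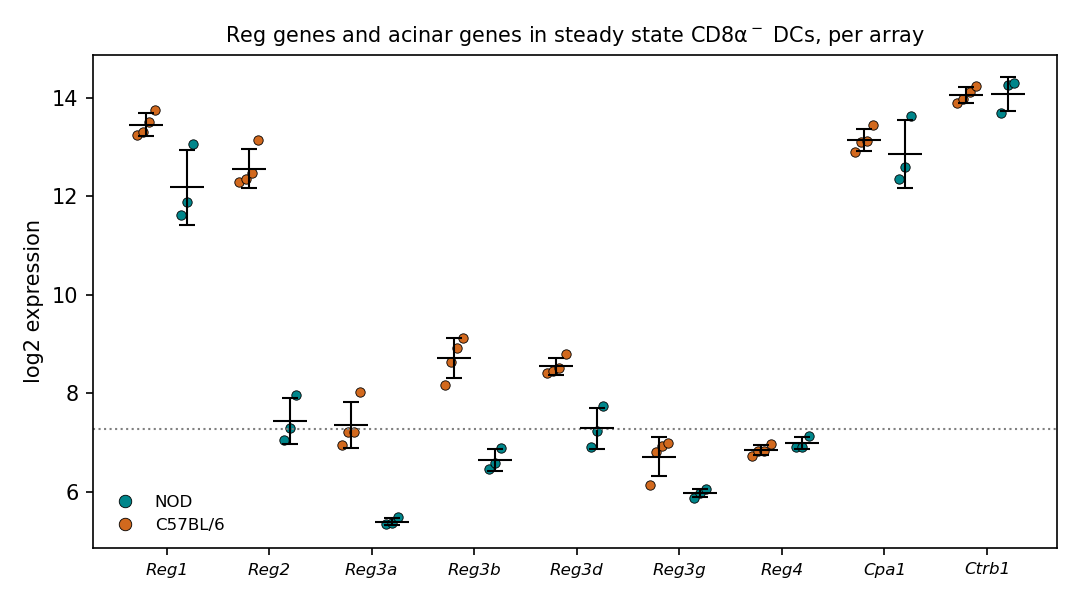
Log2 signal of the 7 Reg genes and of the acinar enzyme genes Cpa1 and Ctrb1 in each steady state array of NOD (n = 3) and C57BL/6 (n = 4) mice. Each dot is an array, each bar the mean ± SD of a strain and the dotted line the floor at 7.27. Reg2 is at 7.44 in NOD and 12.56 in C57BL/6 on average.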

On the other hand various genes important in interaction with neurons were found upregulated and of these neuronal cell adhesion molecule (NRCAM) was highly significant. 

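Nrcam was at 10.59 ± 0.20 in NOD and 5.23 ± 0.11, below the floor, in C57BL/6 steady state CD8α- DCs, a log2 fold change of 5.37 (SE 0.12, adjusted p = 3.88e-09). Of 32 genes of neuronal adhesion and guidance, 5 were higher in NOD and 1 was lower (6 and 1 when adjusted over the list alone), with a median of 0.14. Nlgn2, a postsynaptic adhesion molecule, rose by 0.78 (SE 0.10, adjusted p = 0.00066) on 1 of its 2 probe sets, with the other at 0.13 and not called, and Chl1, a relative of Nrcam that was below the floor, fell by 1.14 (SE 0.21, adjusted p = 0.00484) on 1 of its 4, with the other 3 not called (the nearest to zero at −0.04). By camera, the list was higher with an adjusted p = 0.014, and with an estimated correlation adjusted p = 0.34. Of the 4 probe sets of Nrcam, 3 were called and the lowest fold change was 0.30.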

NRCAMs play a role in neuronal cell adhesion and axon guidance, but is also expressed in the pancreas [18]. 

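Ank2, which links membrane proteins to the cytoskeleton, was at 9.02 ± 0.22 in NOD and 7.71 ± 0.13 in C57BL/6 steady state CD8α- DCs, a log2 fold change of 1.30 (SE 0.12, adjusted p = 6.76e-05). Cacna1a, the pore subunit of a voltage-gated calcium channel, was at 10.73 ± 0.17 in NOD and 8.09 ± 0.18 in C57BL/6 (2.63, SE 0.12, adjusted p = 4.46e-07). Of the 6 probe sets of Ank2, 5 were higher in NOD, and the other had a log2 fold change of −0.04.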

Other molecules that have been described as important in neuron interaction and that were found up-regulated were neuronal Ank2 and Cacna1 (Table 1). Interactions of DCs and macrophages with islet nerves in the early phases of the NOD insulitis are well documented [21], [22].

### NOD pancreas-derived steady state CD8α^−^ DCs are hyperreactive to LPS stimulation with regard to the up-regulation of inflammatory response genes

We continued to analyze by microarray analysis the responsiveness of the pancreas CD8α^−^ DC subset of both the NOD and C57BL/6 mouse to *in vitro* inflammatory stimulation with LPS for 18 hours (with PBS as control). 

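For this experiment, sorted CD11c+CD8α- DCs from the same kind of pools of 10 pancreases were cultured for 18 h with 1 µg/ml LPS, a component of the bacterial cell wall that is sensed through TLR4, or with PBS. There were 4 NOD and 3 C57BL/6 samples with LPS and 4 of each strain with PBS. Arrays of the same group correlated with r between 0.984 and 0.992. The authors' RMA values were used as deposited, as log2 signals. LPS was compared with PBS within each strain with limma at an adjusted p under 0.10, and the difference of the responses between the strains was tested as an interaction over the 15 cultured arrays. The strains were also compared with each other within LPS and within PBS. Samples with the same replicate number deviated together from their group means, so a fit with the replicate number as a block is given where it changes a result. In simulated data of these designs, a log2 change of 1 was called for 85.1% of genes in NOD, 58.2% in C57BL/6 and 55.2% in the interaction, and a change of 0.5 for 31.3%, 7.46% and 10.4%. Few probe sets were changed in these simulations, so the shares may differ in the real comparisons. Fold changes below are log2 differences of LPS minus PBS.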

Hierarchical clustering of the samples resulted in two clusters representing the mouse strain, each containing two sub-clusters representing LPS stimulation (Figure 1a). In addition, the PCA showed 6 clusters: two separate clusters indicating the DCs under steady state conditions (cyan and orange spheres), and four clusters representing the *in vitro* PBS/LPS-stimulation of the DCs for both mouse strains (Figure 1b).

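The mean Euclidean distance between cultured NOD and C57BL/6 arrays was 100.4 with PBS and 99.6 with LPS, against 80.1 between LPS and PBS arrays of NOD and 84.6 between those of C57BL/6. With average linkage, the 8 cultured NOD arrays and the 7 cultured C57BL/6 arrays formed a branch each. The NOD branch was split into the 4 LPS and the 4 PBS arrays. Within the C57BL/6 branch, 2 of the PBS arrays joined the LPS arrays before the other 2 PBS arrays did. With complete linkage, and with probe sets above the floor alone, each of the 6 groups of the study had a branch of its own, against 4 of 6 with average linkage over all probe sets.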

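On the first component the 7 steady state arrays lay between −153.1 and −118.8 and the 15 cultured arrays between 41.0 and 85.6. The second component lay between 27.4 and 36.1 in cultured NOD arrays and between −46.1 and −33.0 in cultured C57BL/6 arrays. LPS and PBS arrays overlapped on both of these components in each strain. Components 1 to 3 held 83.8% of the variance of the probe sets, and 65.3% when each probe set was scaled to unit variance. Over probe sets above the floor they held 87.4%.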

Multivariate permutation testing was used to identify DEGs among the PBS- and LPS-stimulated CD8α^−^ DCs obtained from either NOD or C57BL/6 pancreases. A total number of 66 common LPS-responsive genes were identified in the NOD and C57BL/6 pancreatic CD8α^−^ DCs (Figure 4a). 

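Among the probe sets that responded to LPS in both strains were those of Csf3 (G-CSF), which rose by 2.33 in NOD (SE 0.30, adjusted p = 0.00275) and by 3.11 in C57BL/6 (SE 0.35, adjusted p = 0.0175), and of Hamp, the iron regulator hepcidin, which rose by 3.05 (SE 0.31, adjusted p = 0.000922) and 2.27 (SE 0.27, adjusted p = 0.0177). Lcn2, an iron-binding defence protein, rose by 2.21 (SE 0.23, adjusted p = 0.000988) and 2.30 (SE 0.28, adjusted p = 0.0198), and the transcript U90926 by 4.20 (SE 0.38, adjusted p = 0.000789) and 3.93 (SE 0.29, adjusted p = 0.00506). Atp6v0d2, a proton pump subunit, fell by 1.96 (SE 0.37, adjusted p = 0.0199; the other of its 2 probe sets, at −0.84, was not called) and 1.55 (SE 0.23, adjusted p = 0.0295), and Sectm1a by 1.83 (adjusted p = 0.00223) and 1.74 (adjusted p = 0.0491). In both strains, 377 probe sets were called in the same direction, 195 higher and 182 lower with LPS, and 1 was called in opposite directions. Independent lists of these lengths would share 5.42 probe sets higher and 7.12 lower. At the level of genes, 208 were called in both strains, 114 higher and 94 lower. With the replicate number as a block, 697 probe sets were shared, and with the permutation bound modelled on that of the study, 112 were. Without C57BL/6 PBS replicate 1 or 4 the number was 67 or 90, and without C57BL/6 LPS replicate 2, 3 or 4 it was 75, 103 or 138; Sectm1a then lost its call in C57BL/6 (adjusted p = 0.113 to 0.158), and Atp6v0d2 without LPS replicate 2 or 3 (adjusted p = 0.112 and 0.101).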

Ingenuity pathway analysis indicated that these genes were mainly involved in inflammatory responsiveness with a strong up-regulation of genes such as Il10, Il1b and Ptgs2 (Table 2 and Figure S4 in File S1). In addition, a unique pattern of LPS-responsive genes was identified for each mouse strain (Figure 4b). 

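Il1b was at 13.59 ± 0.09 with LPS and 11.88 ± 0.50 with PBS in NOD CD8α- DCs (SD, n = 4 each), a log2 fold change of 1.70 (SE 0.21, adjusted p = 0.00223), and it rose by 1.90 in C57BL/6 (SE 0.16, adjusted p = 0.00633). Il10 rose by 2.06 in NOD (SE 0.19, adjusted p = 0.000789) and 1.59 in C57BL/6 (SE 0.18, adjusted p = 0.0176), and Ptgs2, the prostaglandin synthase COX-2, by 0.98 (SE 0.19, adjusted p = 0.0238) and 1.11 (SE 0.16, adjusted p = 0.0252). Il36a, annotated as Il1f6, rose by 2.70 (SE 0.38, adjusted p = 0.0048) and 1.60 (SE 0.19, adjusted p = 0.0177), Il12a by 1.55 (SE 0.17, adjusted p = 0.00147) and 1.90 (SE 0.23, adjusted p = 0.018), and Mki67 by 1.34 (SE 0.19, adjusted p = 0.00578) and 1.32 (SE 0.18, adjusted p = 0.0214). Of 37 inflammatory cytokines and LPS targets, 23 rose and none fell in NOD (27 and 1 when adjusted over the list alone), and 20 rose and none fell in C57BL/6 (26 and 0 alone), with median log2 fold changes of 0.80 and 0.85. All 6 measured genes that Table 2 lists as common rose in both strains, also over the list alone; they were chosen by the study on these samples and are not independent evidence. By camera, the inflammatory list was higher with an adjusted p = 1.4e-30 in NOD and 4.3e-28 in C57BL/6, and with an estimated correlation adjusted p = 0.16 and adjusted p = 0.12. Markers of other cells moved with LPS too: of 13 plasmacytoid DC genes 5 fell and none rose in NOD (8 and 1 alone) and 1 fell and none rose in C57BL/6 (4 and 2 alone), and of 25 macrophage genes 8 fell and 2 rose in NOD (15 and 5 alone) and 3 fell and 1 rose in C57BL/6 (7 and 1 alone). Camera's adjusted p was 1.1e-05 and 0.010 for plasmacytoid DCs, 0.020 for the difference of their responses, and 0.00017 in both strains for macrophages, and with an estimated correlation 0.15, 0.18, 0.12, 0.22 and 0.21. Other lists went the other way. The B cell list mean was 8.83 ± 0.55 with LPS and 8.48 ± 0.29 with PBS in NOD, and 9.54 ± 0.32 and 9.14 ± 0.27 in C57BL/6. The neutrophil list mean was 8.29 ± 0.12 and 8.18 ± 0.28 in NOD, and 9.22 ± 0.16 and 8.77 ± 0.35 in C57BL/6. Of the 2 probe sets of Ptgs2, 1 was called in C57BL/6.

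**Figure D3:**
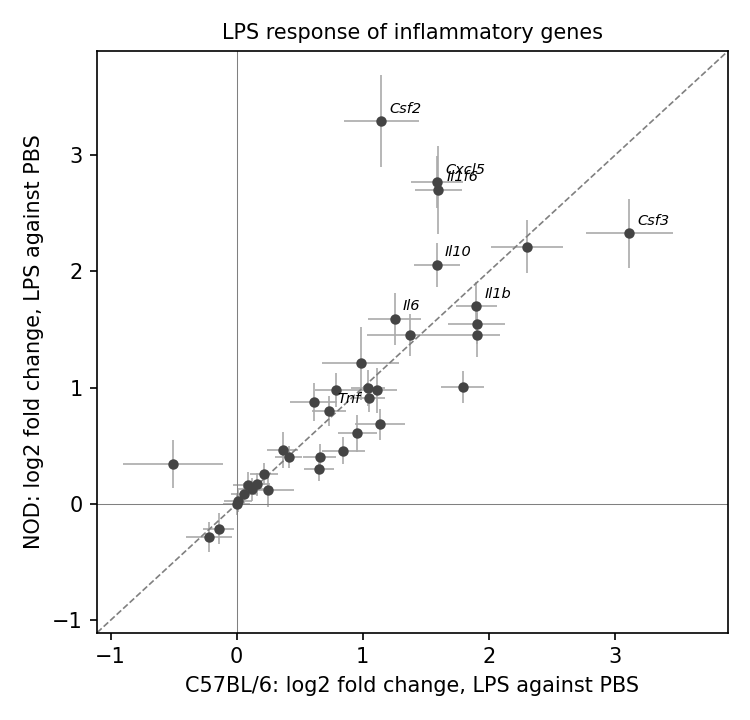
Log2 fold change with LPS of the 37 inflammatory cytokines and LPS targets in C57BL/6 (horizontal axis) and NOD (vertical axis) CD8α- DCs, with each dot a gene, error bars the standard errors and the dashed line an equal change in both strains. The differences, NOD minus C57BL/6, have a median of −0.00, and Csf2 lies farthest above the line, at 3.29 in NOD and 1.15 in C57BL/6.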

A larger number of LPS-responsive genes was identified in the NOD (666 in total) pancreas CD8α^−^ DCs compared to C57BL/6 (17 in total), suggesting that NOD DCs are more sensitive to the effect of LPS. This was confirmed by the PCA analysis (Figure 1b); there is a clear distinction between the *in vitro* PBS/LPS-treated NOD DCs (blue and purple spheres) in contrast to the C57BL/6 DCs (red and green spheres). 

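With LPS, 1693 probe sets were called in NOD, 758 higher and 935 lower, and 665 in C57BL/6, 322 higher and 343 lower. In NOD alone 1315 probe sets (591 genes) were called, and in C57BL/6 alone 287 (121 genes). Of the 1315, 90.4% moved in the same direction in C57BL/6, with a median size of 0.64 in NOD and 0.39 in C57BL/6. Of the 287, 91.3% moved in the same direction in NOD, with medians of 0.79 in C57BL/6 and 0.42 in NOD. Each set was chosen by a call in 1 strain alone, which by itself favours a larger median in that strain. These medians therefore do not measure a difference of the responses. The difference of the responses itself was called for 11 of 45037 probe sets, 9 of them among the 1315, and 1759 had an unadjusted p under 0.05. Mmp3, a matrix protease, rose by 2.86 with LPS in NOD (SE 0.27, adjusted p = 0.0008), 2.70 more than in C57BL/6 (SE 0.35, adjusted p = 0.0104). Gbp2b, an interferon-inducible GTPase, was at 11.06 ± 0.09 with LPS and 11.14 ± 0.21 with PBS in NOD, and fell by 1.62 in C57BL/6 (SE 0.17, adjusted p = 0.0158), a difference of 1.54 (SE 0.21, adjusted p = 0.0149). The inhibitory Fc receptor Fcgr2b rose by 1.26 more in NOD (SE 0.21, adjusted p = 0.0657), and Map2, a microtubule gene, had a response lower by 1.37 (SE 0.21, adjusted p = 0.0442); 4 of the 5 probe sets of Fcgr2b were called, with the lowest at −0.05, and 3 of the 4 of Map2. Across the 18193 genes, which are not independent replicates, the responses of the strains correlated with r = 0.64 and rho = 0.47. With the replicate number as a block, 4282 probe sets were called in NOD, 953 in C57BL/6 and 18 for the difference, and Gbp2b was not (adjusted p = 0.117). With the permutation bound, 1232 were called in NOD and 151 in C57BL/6, and in a fit over all 6 groups 2676 and 2030, so the size of the excess in NOD depends on the fit. Without NOD PBS replicate 4 or NOD LPS replicate 2 or 4, the number in NOD was 911, 1078 or 1115; without C57BL/6 PBS replicate 1 or 4 or C57BL/6 LPS replicate 2, 3 or 4, the number in C57BL/6 was 84, 122, 122, 128 or 226. The difference was called for 5 to 14 probe sets without 1 array, and for 5 without C57BL/6 LPS replicate 3; Map2 lost its call without C57BL/6 PBS replicate 3, C57BL/6 LPS replicate 2, 3 or 4, NOD PBS replicate 4 or NOD LPS replicate 2 (adjusted p = 0.105 to 0.205), and Fcgr2b without any array but NOD PBS replicate 3 and NOD LPS replicate 2 (adjusted p = 0.109 to 0.246). From the larger number of responsive genes in NOD, the paper proposes that NOD DCs are more sensitive to LPS. It also cites the separation in its principal components and a slightly higher IL-6 concentration in supernatants of NOD DCs with LPS.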

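Of the principal components of NOD CD8α- DCs, the third was between −34.1 and −7.72 with LPS and between −12.1 and 18.0 with PBS, and the second between 30.3 and 36.1 with LPS and between 27.4 and 31.5 with PBS, so that the ranges overlapped on each component alone. Each of the 4 NOD arrays with LPS was lower on the third component, and higher on the first and second, than the PBS array of the same number. In C57BL/6 the third component was between −10.8 and 9.26 with LPS and between 4.02 and 32.5 with PBS, and the 3 pairs of the same number shifted in these directions as well. Within groups, the mean distance was 70.1 for NOD with PBS and 69.1 for NOD with LPS, and 78.0 and 74.8 for C57BL/6.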

There were no differences in the expression of toll-like receptor 4 on both the C57BL/6 as well as the NOD CD8α^−^ DCs (*data now shown*). Ingenuity pathway analysis indicated that indeed the LPS-inducible genes unique for the NOD pancreatic CD8α^−^ DCs were involved in inflammatory responsiveness including TREM-1 signaling. 

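Trem1, a receptor that amplifies inflammatory signals of myeloid cells, was at 9.26 ± 0.43 with LPS and 8.00 ± 0.42 with PBS in NOD (SD, n = 4 each), a log2 fold change of 1.25 (SE 0.24, adjusted p = 0.019); in C57BL/6 it rose by 0.78 (SE 0.15, adjusted p = 0.0597). Of 29 genes of TREM-1 signalling, 9 rose and 4 fell in NOD (12 and 4 when adjusted over the list alone), and 7 rose and 2 fell in C57BL/6 (14 and 3 alone). The neutrophil chemokine Cxcl3 rose by 1.45 in NOD (SE 0.18, adjusted p = 0.0024) and had a log2 fold change of 1.37 in C57BL/6 (SE 0.34, adjusted p = 0.129), and Nlrp3, the sensor of an inflammasome, rose by 1.00 in NOD (SE 0.15, adjusted p = 0.00755) and by 1.04 in C57BL/6 (SE 0.13, adjusted p = 0.0203). Trem2, a receptor with opposing functions, fell by 1.12 in NOD (SE 0.17, adjusted p = 0.00658) and had a log2 fold change of −1.06 in C57BL/6 (SE 0.31, adjusted p = 0.211). Tlr4 fell by 0.74 in NOD (SE 0.17, adjusted p = 0.0426) and 0.77 in C57BL/6 (SE 0.14, adjusted p = 0.0517), and Itgax by 0.58 (SE 0.14, adjusted p = 0.0629) and 0.57 (SE 0.12, adjusted p = 0.0642). For the difference of the responses, no gene of the TREM-1 list was called among all genes by limma and 1 was over the list alone; for Trem1 it was 0.47 (SE 0.31) and for Trem2 −0.06 (SE 0.37). By camera, the list was higher with an adjusted p = 0.00017 in NOD and 0.00078 in C57BL/6, and with an estimated correlation adjusted p = 0.16 and adjusted p = 0.12. Without 1 array, Trem1 lost its call in C57BL/6 for 6 of the 7 arrays, all but PBS replicate 2 (adjusted p = 0.105 to 0.201), as did Itgax for all but PBS replicate 3 (adjusted p = 0.113 to 0.23) and Tlr4 for PBS replicates 1 and 4 and each LPS array (adjusted p = 0.124 to 0.183); in NOD, Itgax lost it without PBS replicate 1, 2 or 4 or LPS replicate 2 or 3 (adjusted p = 0.115 to 0.173) and Tlr4 without PBS replicate 1 or 4 or LPS replicate 2 or 3 (adjusted p = 0.11 to 0.134). In C57BL/6, Cxcl3 passed the test above the floor alone (adjusted p = 0.0838), in a fit over all 6 groups (adjusted p = 0.0527), with the replicate number as a block (adjusted p = 0.0599), for the mean of its probe sets (adjusted p = 0.0851) and without PBS replicate 3 (adjusted p = 0.0837). With the block, Trem2 passed the test in C57BL/6 (adjusted p = 0.0489), as it did in a fit over all 6 groups (adjusted p = 0.0332) and without PBS replicate 2 (adjusted p = 0.0777), and Itgax did not (adjusted p = 0.106); for the mean of its probe sets Trem1 was not called in C57BL/6 (adjusted p = 0.16). Of 2 probe sets each, 1 was called for Trem1 in C57BL/6 (the other at 0.22) and for Trem2 in NOD (the other at −0.02), and of the 4 of Tlr4, 3 were called in each strain.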

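Csf2, the gene of GM-CSF, was at 12.04 ± 0.48 with LPS and 8.75 ± 0.94 with PBS in NOD CD8α- DCs (SD, n = 4 each), a log2 fold change of 3.29 (SE 0.39, adjusted p = 0.00223). In C57BL/6 it was at 9.68 ± 0.33 and 8.53 ± 0.59, a log2 fold change of 1.15 (SE 0.30, adjusted p = 0.147). Il6 rose by 1.59 in NOD (SE 0.22, adjusted p = 0.0048) and by 1.25 in C57BL/6 (SE 0.21, adjusted p = 0.0418), and Tnf by 0.80 (SE 0.13, adjusted p = 0.00944) and 0.73 (SE 0.13, adjusted p = 0.0491). The signal transducer Stat5a rose by 0.85 in NOD (SE 0.16, adjusted p = 0.0184) and had a log2 fold change of 0.53 in C57BL/6 (SE 0.15, adjusted p = 0.186). The response in NOD minus that in C57BL/6 was 2.14 for Csf2 (SE 0.57, adjusted p = 0.818), 0.34 for Il6 (SE 0.34), 0.07 for Tnf (SE 0.18) and 0.33 for Stat5a (SE 0.23), with adjusted p above that of Csf2 for the other 3. Between the strains in LPS culture, Csf2 was higher in NOD by 2.36 (SE 0.25, adjusted p = 0.000452), Il6 by 1.17 (SE 0.15, adjusted p = 0.00128) and Tnf by 0.88 (SE 0.14, adjusted p = 0.00464). Of the 8 measured genes that Table 2 gives as specific to NOD, 5 rose and 3 fell in NOD and 3 rose and 2 fell in C57BL/6 (5 and 3 in both when adjusted over the list alone); they were chosen by the study on these samples and are not independent evidence. In C57BL/6, Stat5a passed the test in a fit over all 6 groups (adjusted p = 0.0524) and for the mean of its probe sets (adjusted p = 0.0526), and Csf2 did with the replicate number as a block (adjusted p = 0.0749) and without PBS replicate 3 (adjusted p = 0.0991), and its difference did without NOD PBS replicate 3 (adjusted p = 0.0819). The calls of Il6 and Tnf in C57BL/6 were lost without PBS replicate 1 or 4 or LPS replicate 2 or 4 (adjusted p = 0.111 to 0.172).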

Of particular interest were the cytokines: Il6, Csf2 and Tnf, which were all specifically up-regulated in the *in vitro* LPS-stimulated NOD pancreatic CD8α^−^ DCs (Table 2).

**Figure 4:**
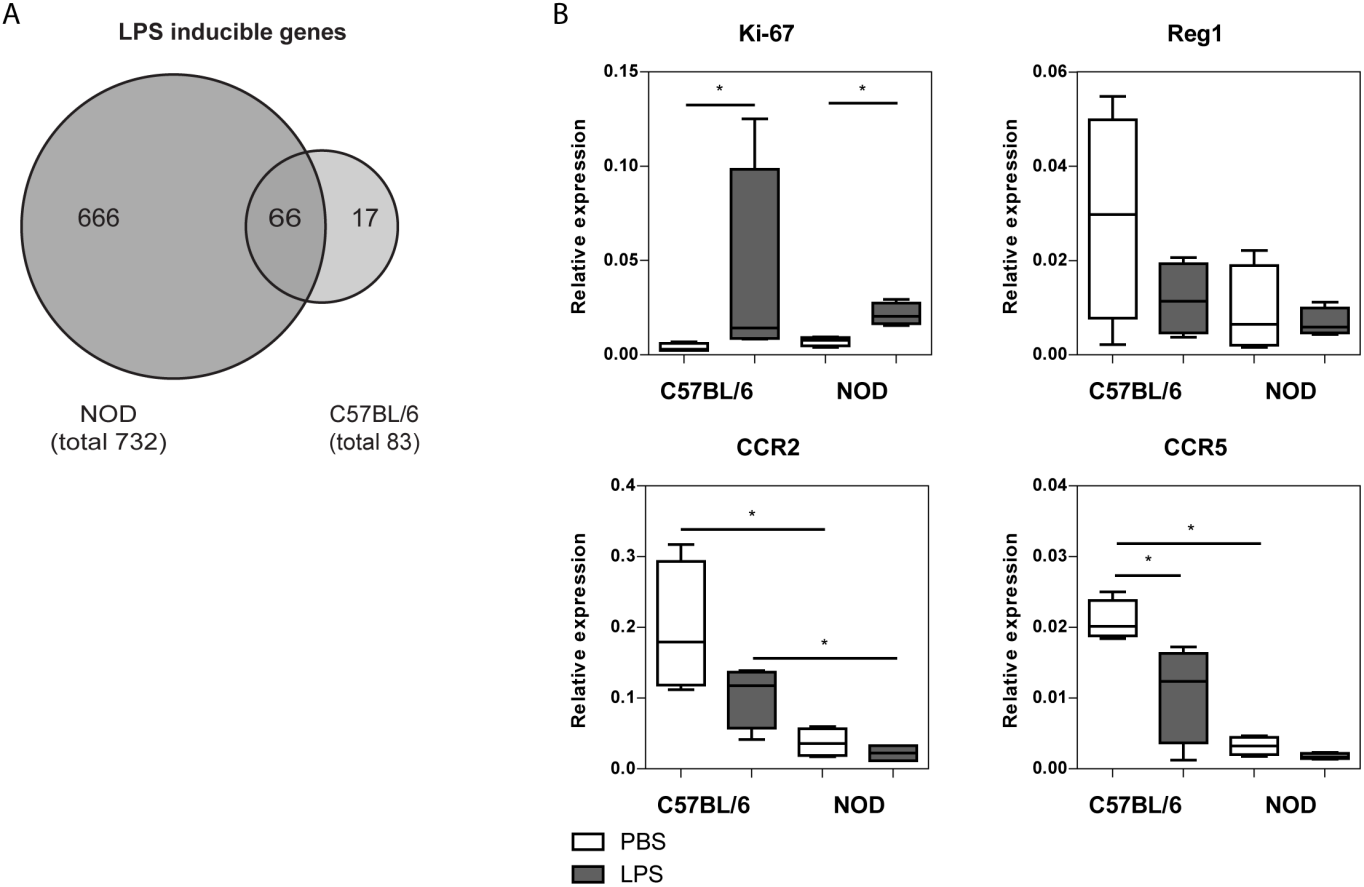
LPS inducible genes in NOD and C57BL/6 pancreatic DCs. DCs were *in vitro* stimulated for 18 h with LPS (or PBS). LPS-inducible genes for each strain were identified were identified by using a multivariate permutation test. The venn diagram shows the total number of LPS-inducible genes for each strain, the common LPS-inducible genes and the unique LPS-inducible genes per strain (A). DCs were isolated from C57BL/6 and NOD pancreas at an age of 5 weeks. DCs were cultured for 18 h in the presence of LPS or under control conditions (PBS). Relative expression of Ki67, Reg1, CCR2 and CCR5 were measured by Q-PCR (B). The box represents the interquartile distance, with a line on the median. The wiskers represent the 5 to 95 percentiles; N = 6 of 10 pooled mice per sample, P-values were determined by Mann-Whitney U test; *p<0.05.

**Table 2:** Differentially expressed genes among the *in vitro* LPS-stimulated pancreatic C57BL/6 and NOD CD8α^−^ DCs.

Gene symbol	Fold change	P-value	Description
**Common LPS-inducible genes**			
***Il1b***	**3.3**	**3.3e-6**	**interleukin 1 beta**
***Ptgs2***	**1.7**	**9.2e-4**	**prostaglandin-endoperoxide synthase 2**
***Il10***	**4.1**	**2.0e-7**	**interleukin 10**
*Il1f6*	6.5	1.4e-5	interleukin 1 family, member 6
*Il12a*	2.9	1.5e-6	interleukin 12a
***Mki67***	**2.5**	**1.9e-5**	**antigen identified by monoclonal antibody Ki-67**
**NOD specific LPS-inducible genes**			
**Il6**	**3.0**	**1.4e-5**	**interleukin 6**
**Tnf**	**1.7**	**5.7e-5**	**tumor necrosis factor**
**Csf2**	**9.8**	**3.0e-6**	**colony stimulating factor 2 (granulocyte-macrophage)**
Trem1	2.1	4.5e-4	triggering receptor expressed on myeloid cells 1
Trem2	**−**2.2	2.4e-5	triggering receptor expressed on myeloid cells 2
Itgax (CD11c)	**−**1.5	1.6e-3	integrin, alpha X (complement component 3 receptor 4 subunit)
Stat5a	1.8	2.0e-4	signal transducer and activator of transcription 5A
Tlr4	**−**1.6	3.5e-4	toll-like receptor 4

Differentially expressed genes (DEGs) among the *in vitro* LPS-stimulated pancreatic C57BL/6 and NOD CD8α^−^ DCs were identified by using a multivariate permutation test. The table shows a list of highly significant DEGs summarized per functional category. Annotation and functional category were provided by Ingenuity Pathway Analysis. Genes in **bold** were also significant in the q-PCR validation.

We therefore additionally measured a panel of cytokines in the supernatant of the LPS-stimulated pancreatic CD8α^−^ DCs. LPS did not stimulate the production of IL-12 (Figure 5). IL-10 and TNF-α production were increased after LPS stimulation (as in gene expression), but only reached statistical significance for IL-10 in the CD8α^−^ DCs from the C57BL/6 pancreas. IL-6 production was stimulated by LPS and there was a small, but significant increase in IL-6 concentration in LPS stimulated NOD pancreatic CD8α^−^ DCs as compared to PBS stimulated DCs and as compared to the LPS-stimulated CD8α^−^ DCs isolated from the C57BL/6 pancreas (Figure 5). These cytokine production findings of a slightly higher IL-6 production support the view that NOD CD8α^−^ DCs are hyperreactive to LPS stimulation, though do not show a highly excessive pro-inflammatory cytokine production from LPS stimulated NOD CD8α- DCs.

**Figure 5:**
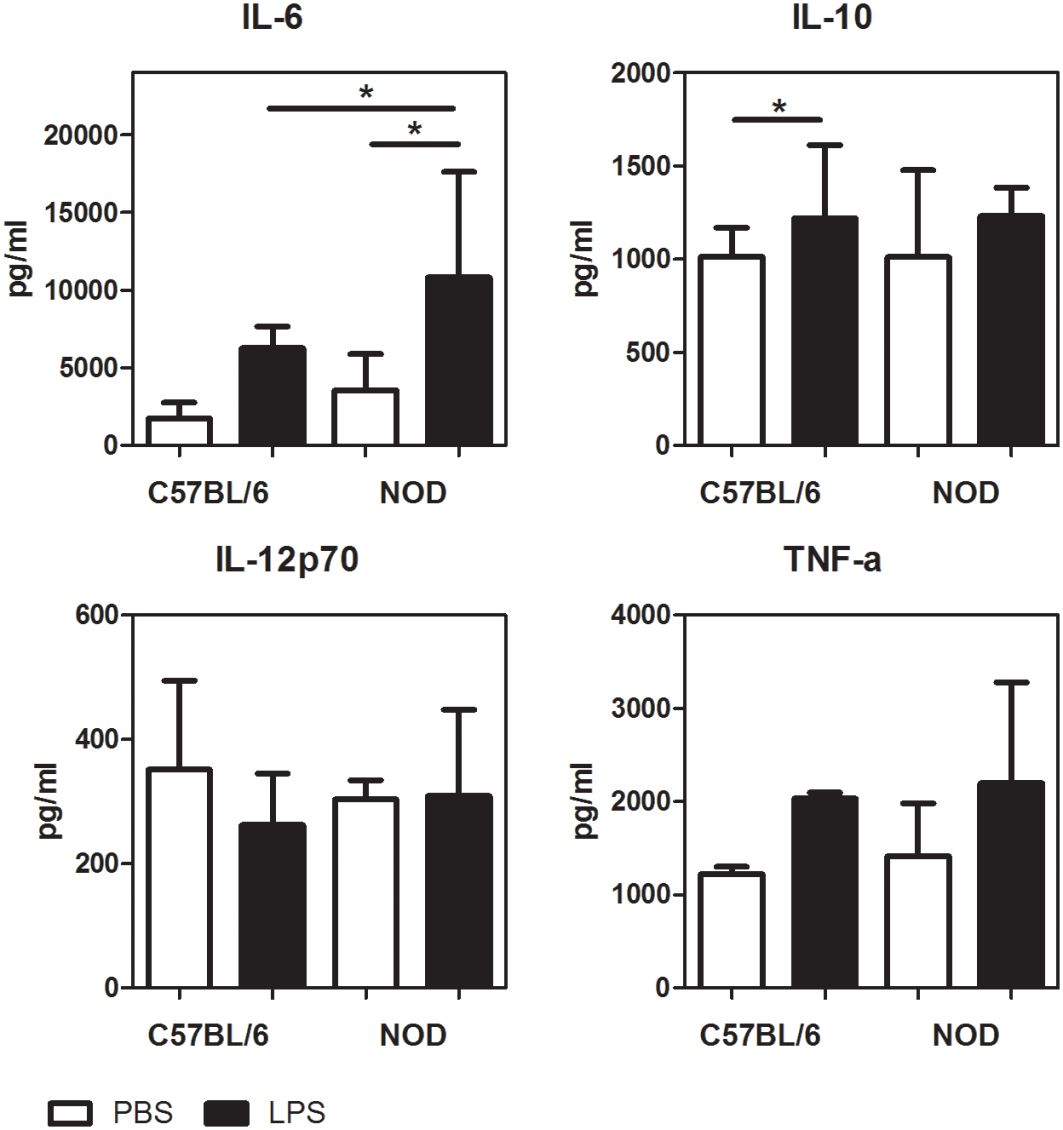
Cytokine production by *in vitro* LPS-stimulated pancreas DCs. DCs were isolated from C57BL/6 and NOD pancreas at an age of 5 weeks. DCs were cultured for 18 h in the presence of LPS or under control conditions (PBS). IL-6, IL-10, IL-12p70 and TNF-α were measured in the supernatant. Bars are represented as median with IQR with N = 4 of 10 pooled mice per sample, P-values were determined by Mann-Whitney U test; *p<0.05.

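Of 39 cell cycle genes, 1 rose and 1 fell with LPS in NOD (2 and 1 when adjusted over the list alone), and 11 rose and 1 fell in C57BL/6 (24 and 2 alone), with median log2 fold changes of 0.28 and 0.43. The kinase subunit gene Cdca8 rose by 1.01 (SE 0.15, adjusted p = 0.0364) and Kif11 by 1.13 (SE 0.16, adjusted p = 0.0252) in C57BL/6. In the same samples the mean of the B cell list was 8.48 with PBS and 8.83 with LPS in NOD, and 9.14 and 9.54 in C57BL/6. It ranged from 8.44 to 9.61 over the NOD LPS arrays. Whether the cell cycle signal and its strain difference lie within DCs was not tested. No Reg gene was called with LPS by limma in either strain, also over the list alone, with medians of 0.03 in NOD and −0.27 in C57BL/6. Of 28 growth factors, 3 rose and 2 fell in NOD (5 and 3 alone) and 2 rose and 1 fell in C57BL/6 (4 and 5 alone); Lif, a cytokine of the IL-6 family, rose by 1.27 in NOD (SE 0.21, adjusted p = 0.0105) and Igf1 fell by 0.89 (SE 0.20, adjusted p = 0.0437, 3 of 4 probe sets called). Between the strains in LPS culture, 3 cell cycle genes were lower and 2 higher in NOD (11 and 2 alone), with a median of −0.38; Kif11 was lower by 1.12 (SE 0.29, adjusted p = 0.0452), whereas Mki67 was higher by 0.78 (SE 0.19, adjusted p = 0.0343) and Tpx2 by 1.37 (SE 0.26, adjusted p = 0.0104). That is the highest of the 4 probe sets of Tpx2 and the only one called, with the lowest at 0.04; of the 3 of Kif11, 2 were called with LPS between the strains and in C57BL/6, and of the 3 of Cdca8 in C57BL/6 2 were. Of the Reg genes, 1 of 7 was lower in NOD and none was higher, also over the list alone: Reg2 was at 6.95 ± 0.32 in NOD (n = 4) and 8.01 ± 0.72 in C57BL/6 (n = 3), a log2 difference of −1.07 (SE 0.30, adjusted p = 0.0622). Of the growth factors, 6 were higher in NOD and none was lower (6 and 0 alone), such as Inhba (1.41, SE 0.21, adjusted p = 0.00306; the other of its 2 probe sets, at 0.49, was not called) and Osm (1.07, SE 0.14, adjusted p = 0.00172). By camera, the cell cycle list was higher with LPS with an adjusted p = 9.9e-05 in NOD and 1.6e-13 in C57BL/6, and with an estimated correlation adjusted p = 0.59 and adjusted p = 0.18; between the strains with LPS, the adjusted p of the cell cycle list was 0.00028 and that of the growth factors 0.024, and with an estimated correlation adjusted p = 0.58 and adjusted p = 0.23. NOD LPS replicate 1 stands apart, with a mean of 9.23 over the cell cycle list against 8.41 to 8.55 in the other NOD LPS arrays; without it, the median rise with LPS in NOD was 0.16 (camera's adjusted p = 0.0399) and the median between the strains with LPS −0.49 (adjusted p = 3.6e-11). Calls were lost without C57BL/6 PBS replicate 1 or LPS replicate 2 or 3 for Cdca8 (adjusted p = 0.104 to 0.124) and without NOD PBS replicate 1 or 4 or LPS replicate 2 or 3 for Igf1 (adjusted p = 0.108 to 0.129). Between the strains, they were lost without C57BL/6 LPS replicate 2 or NOD LPS replicate 2, 3 or 4 for Kif11 (adjusted p = 0.101 to 0.147) and without C57BL/6 LPS replicate 3 or 4 or NOD LPS replicate 2, 3 or 4 for Reg2 (adjusted p = 0.126 to 0.183), which also lost it in a fit over all 6 groups (adjusted p = 0.311), and without C57BL/6 LPS replicate 3 or 4 for Mki67 (adjusted p = 0.101 and 0.117).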

With regard to the other gene networks found repressed in NOD steady state pancreas CD8α^−^ DCs, such as the proliferation network and the network of growth factor genes for islets, these networks were neither hyperreactive to LPS, nor different anymore between NOD and C57BL/6 under LPS conditions. It must be noted that in general LPS stimulation reduced the production of REG gene expression (although not significant) (Figure 4b). Genes important in the migration network, such as CCR2 and CCR5, stayed repressed in the NOD CD8α^−^ DCs in comparison to C57BL/6 CD8α^−^ DCs (Figure 4b) after LPS stimulation.

## Discussion

Previously, we showed in a number of studies [20], [23] that DC generation from NOD bone marrow precursors resulted in a low yield of DCs that had various macrophage characteristics, such as a high acid phosphatase content. These DCs were defective in stimulating T cells. On the other hand – and in contradiction - there are also a number of reports of other investigators showing that DCs generated from NOD bone marrow precursors have elevated co-stimulatory, IL-12 and NF-κB activation resulting in an enhanced stimulatory function and in Th1 skewing abilities [24]–[26].

Also in type 1 diabetic (T1DM) patients discrepancies with regard to the differentiation and maturation state of DCs have been reported [27]. We described in 1995 a defective maturation and stimulatory function of DCs derived from monocytes in T1DM patients [28], an observation which was supported by later studies of Takahashi *et al* and Skarsvik *et al* who also found the defects in pre-diabetic individuals [29], [30]. However Zacher *et al.* did not find gross differences between monocyte-derived DCs of T1DM patients and healthy controls, with the limited discrepancies observed actually suggesting an enhanced maturation of the cells in T1DM [31]. Peng *et al.* also found signs of an activation of DCs in T1DM and described higher numbers of more mature circulating DCs as determined by flow cytometric analysis of the peripheral blood of recent onset T1DM patients [32]. However Vuckovic *et al.* using a similar methodology found decreased dendritic cell counts in children with recent onset T1DM [33].

This report on NOD pancreatic CD11c^+^CD8α^−^ DCs provides greater insight into the above described discrepancies. It shows that the major subset of steady state DCs isolated from the early pre-diabetic NOD pancreas, the CD8α^−^ DCs, has an altered gene expression set point and a reduced expression of several molecular networks important for the prime functions of the cell, such as cell renewal, immune tolerance induction, migration and the provision of growth factors for beta cell regeneration. This generally reduced expression state was easily switched over to hyper stimulation: The NOD steady state CD8α^−^ DCs were hyperreactive to the danger signal LPS resulting in a state of gene expression with a number of classical pro-inflammatory factors and cytokine genes excessively raised which were particularly down in steady state. We also found some indications that this pro-inflammatory hyperreactivity occurred at the protein level: In the limited set of cytokine production experiments carried out, IL-6 production profiles from NOD LPS stimulated CD8α^−^ DCs supported a hyperreactivity towards LPS. Interestingly a hyperproduction of inflammatory cytokines of NOD macrophages upon encounter of another danger-associated molecular patterns (DAMP), i.e. upon encounter with apoptotic or necrotic cells, has been described before [34]. It is tempting to speculate that the reduced expression of CD24 on the defective CD8α^−^ DCs found here plays a key role in the exaggerated switch of the DCs to the pro-inflammatory state. CD24 represses DAMP-signal-induced immune responses and CD24 deficient mice display massive increases in pro-inflammatory cytokines [35].

Our study is in fact the first study to assess gene expression profiles of CD8α^−^ DCs isolated from the pre-diabetic steady-state pancreas. Kodama *et al*. (2008) and Wu *et al*. (2012) studied gene expression profiles in splenocytes isolated from pre-diabetic NOD mice, (a mixture of leukocytes, mainly including lymphocytes, macrophages and DCs). These authors also found various abnormal gene expression patterns partly overlapping with ours, particularly the proliferation and immune response gene expression profiles [36], [37]. Also, Kodama *et al.* and Wu *et al*. found the majority of genes to be repressed as compared to normal mice. The authors observed that a large part of the abnormally expressed genes were coded for in the diabetes susceptibility regions, the *Idd* chromosomal loci, and they suggested that this might explain the abnormal expression. Indeed, some of our highly significant abnormally expressed genes (the MHC II-class related genes and the Fgf2 gene) are also part of these loci. In contrast, Wu *et al.* found several abnormalities in metabolic and enzymatic activity pathways, which we did not observe in the present study. It is likely that the heterogeneity of cell types in the spleen might play a significant role in this discrepant outcome, because less than 10% of total splenocytes are DC.

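Of 12 genes of antigen presentation by MHC class II, 3 were lower in NOD steady state CD8α- DCs and none was higher (4 and 0 when adjusted over the list alone), with a median log2 fold change of −0.11. Ciita, the transactivator of these genes, fell by 0.53 (SE 0.10, adjusted p = 0.00648), and the protease Ctss, which trims the invariant chain, by 0.32 (SE 0.09, adjusted p = 0.0473). Fgf2 was at 4.94 ± 0.22 in NOD and 6.31 ± 0.20 in C57BL/6, below the floor in both (−1.37, SE 0.14, adjusted p = 0.000105). By camera, the MHC class II list was lower with an adjusted p = 0.039, with an estimated correlation adjusted p = 0.36 and with the replicate number as a block adjusted p = 0.138; without NOD replicate 1 it was 0.216. The call of Ctss was lost without NOD replicate 4 or 6 or C57BL/6 replicate 4 (adjusted p = 0.103 to 0.108), and 1 of the 3 probe sets of Ciita was called.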

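Of 23 genes of oxidative phosphorylation and the TCA cycle, none passed the test by limma between NOD and C57BL/6 steady state CD8α- DCs, also over the list alone, with a median log2 fold change of −0.04. Of 13 glycolysis genes, 2 were lower in NOD and none was higher (4 and 0 when adjusted over the list alone): the phosphofructokinase Pfkp fell by 0.98 (SE 0.12, adjusted p = 0.000328) and its activator Pfkfb3 by 0.71 (SE 0.10, adjusted p = 0.00137). Of the 3 probe sets of Pfkp 2 were called, with the other at −0.05, and of the 2 of Pfkfb3 1 was, with the other at −0.00085. Of 17 genes of sterol and fatty acid synthesis, 1 was higher and none was lower, also over the list alone; it was the elongase Elovl6 (0.76, SE 0.17, adjusted p = 0.016), with 1 of its 3 probe sets called and the lowest at 0.16. By camera, the glycolysis list was lower with an adjusted p = 0.0047, and with an estimated correlation adjusted p = 0.38; the adjusted p was 0.28 for oxidative phosphorylation and 0.36 for sterol synthesis.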

Our present and previous data [38] and also those of others [39] strongly suggest a deficiency in the proliferation, differentiation and maturation capabilities of steady state NOD mouse DCs both systemically and in the pancreas. This general “immune deficiency-like state” probably not only affects the effector immune functions of the DCs, but also their tolerance inducing capabilities, since we found important molecules playing a role in tolerance induction (CD24, CD200R3) to be down-regulated on the steady state pancreas CD8α^−^ DCs of the NOD mouse. Previous experiments with adoptive transfers of mature bone-marrow derived DCs expressing high levels of co-stimulatory molecules, such as CD80, CD86 and CD40, significantly reduced diabetes incidence in NOD mice [40]. Interestingly, treatment with immature DCs that express low levels of co-stimulatory molecules did not protect against diabetes [41] indicating that overcoming the poor differentiation and maturation state of DCs is of key importance for protection from diabetes in NOD mice.

Novel is our finding of the down-regulation in NOD pancreas CD8α^–^ DCs of a network of important genes for beta cell regenerating growth factors, the REG genes. REG genes were initially discovered for their role in the generation of beta cells in the human, rat and mouse pancreas [42]–[44]. DCs and macrophages play an important role in islet development [6] and it is tempting to speculate that the REG produced by these cells is instrumental in this support function. The down-regulation of REG genes in the deficient NOD pancreas DCs might in such view result in an insufficient support for islet growth and the aberrant islet morphogenesis that has been observed in the NOD pancreas from birth onwards prior to the first signs of lymphocytic insulitis [6], [45]. Whether an insufficient provision of REG growth factors also plays a role in the actual disappearance of the beta cells in the insulitis phase is not known. There is an increased expression of Reg2 in the total pancreas of NOD mice during diabetes development and staining of the 10-week old NOD pancreas showed expression of Reg 1, 2 and Reg3α, -γ proteins in the islets. In addition, all REG genes seem to have an IL-6 responsive element and treatment of healthy human islets with IL-6 results in increased REG production [46]. It is therefore not surprising that adjuvant immunotherapy increased expression of Reg2 which resulted in regeneration of beta cells [47].

Although this study has several limitations: e.g. the pancreas enzymatic digestion method and the low yield of cells making only limited (flow cytometric) and *in vitro* cytokine production studies possible. Another limitation is the CD11c^+^CD8α^−^ cell population might contain a small fraction plasmacytoid DCs. We are still confident that we can conclude that the gene expression profiles together with the limited flow cytometric data and our previous functional data support a view that under steady state conditions the CD8α^−^ DCs in the 5 week old pancreas of the NOD mouse display an altered phenotype with reduced cell renewal, migration, maturation and tolerance induction capabilities. These altered steady state NOD DCs are hyperresponsive to a danger stimulus, leading to a DC type with an exaggerated inflammatory molecular profile.

## Supporting Information

File S1 Supporting file containing: **Figure S1.** CD11c^+^CD8α^−^ DCs subset in the pancreas of C57BL/6 and NOD mice. **Figure S2.** Down regulation of phagocyte proliferation network under steady-state conditions. **Figure S3.** Down regulation of inflammatory response network under steady-state conditions. **Figure S4.** Inflammatory response network after in-vitro LPS stimulation.
(DOCX) Click here for additional data file.

# Supplementary material for: The Gene Expression Profile of CD11c+CD8α− Dendritic Cells in the Pre-Diabetic Pancreas of the NOD Mouse
**Source:** PLoS One. 2014 Aug 28;9(8):e103404. doi: 10.1371/journal.pone.0103404
**Supplement:** File S1 — Supporting file containing: Figure S1. CD11c+CD8α− DCs subset in the pancreas of C57BL/6 and NOD mice. Figure S2. Down regulation of phagocyte proliferation network under steady-state conditions. Figure S3. Down regulation of inflammatory response network under steady-state conditions. Figure S4. Inflammatory response network after in-vitro LPS stimulation.

## Figure S1

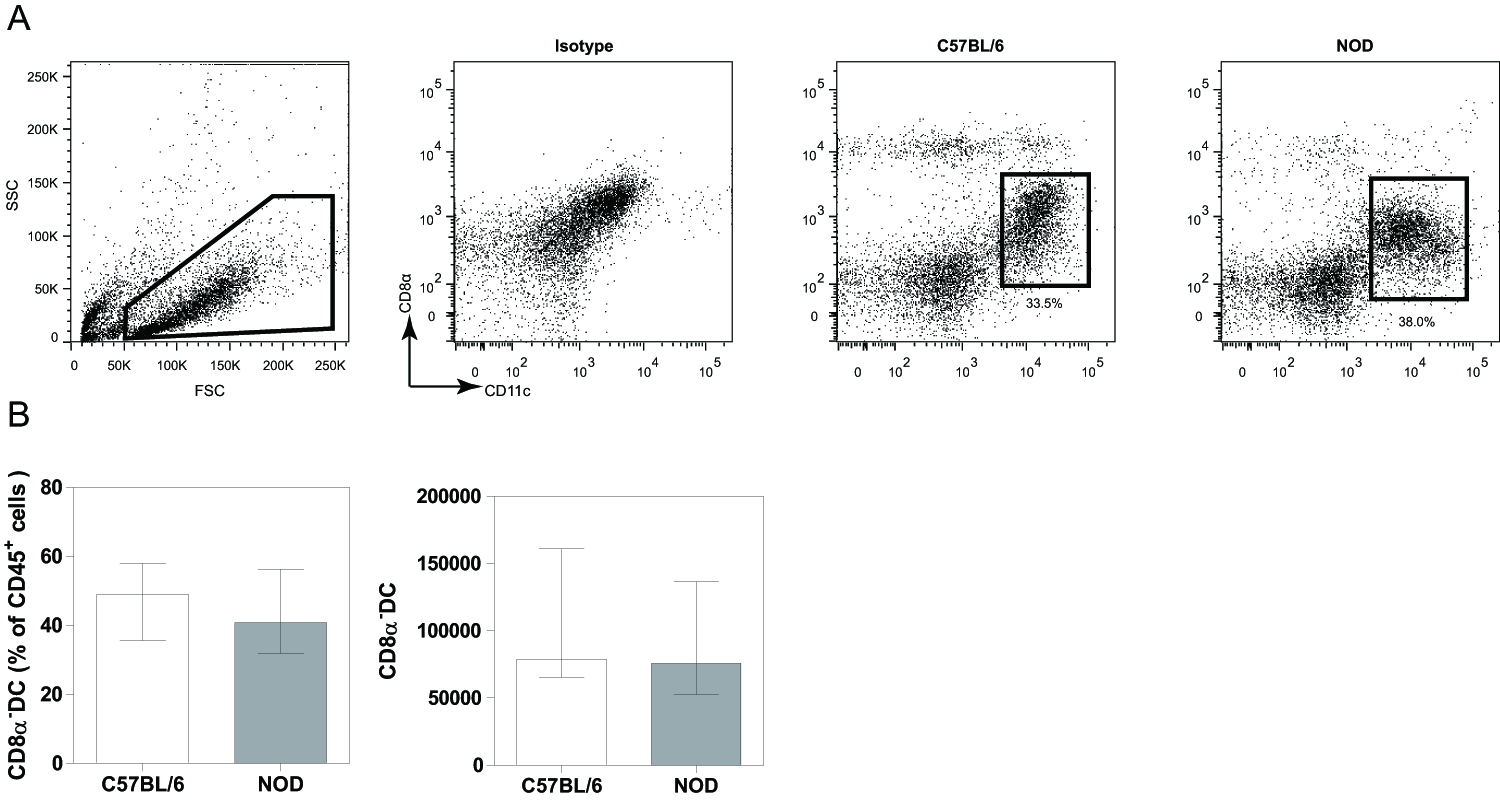

**Figure S1: CD11c^+^CD8α^-^ DCs subset in the pancreas of C57BL/6 and NOD mice.** Gating strategy of the pancreatic DCs (A). Percentage of CD11c^+^CD8a^-^ DCs of the total number of CD45^+^ cells and absolute number of CD11c^+^CD8a^-^ DCs in the pancreas of 5 week old C57BL/6 and NOD mice (B). There was no significant difference in percentage or absolute number of CD11c^+^CD8a^-^ DCs. (n=8); Bars represent the median value with IQR; P-values were determined by Mann-Whitney U test.

## Figure S2

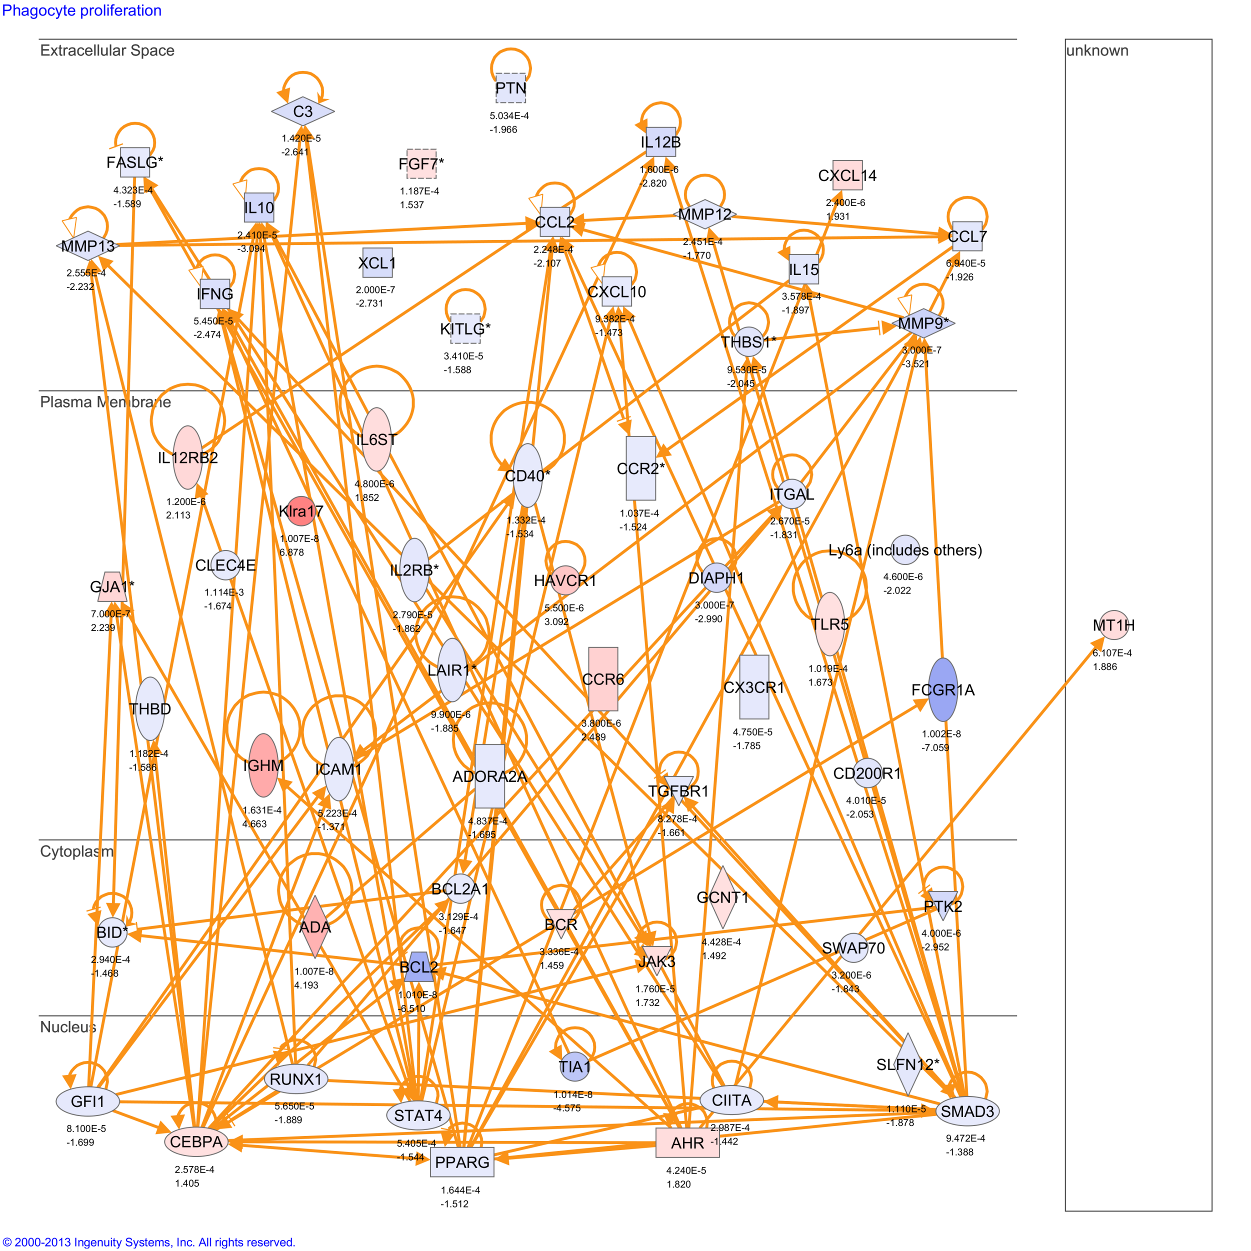

**Figure S2: Down regulation of phagocyte proliferation network under steady-state conditions.** Subcellular layout of phagocyte proliferation network identified by Ingenuity Pathway Analysis of DEG among the pancreatic C57BL/6 and NOD CD8α^-^ DCs. The z-score of this network is -1.2 with a p-value of 7.2e-5 indicating a significant down regulation of phagocyte proliferation. Genes that were up regulated are depicted in red and down regulated genes in blue. P-value and fold change for each specific gene are shown below each gene. Orange arrows depict experimentally observed and published (peer-reviewed) relationships between the genes.

## Figure S3

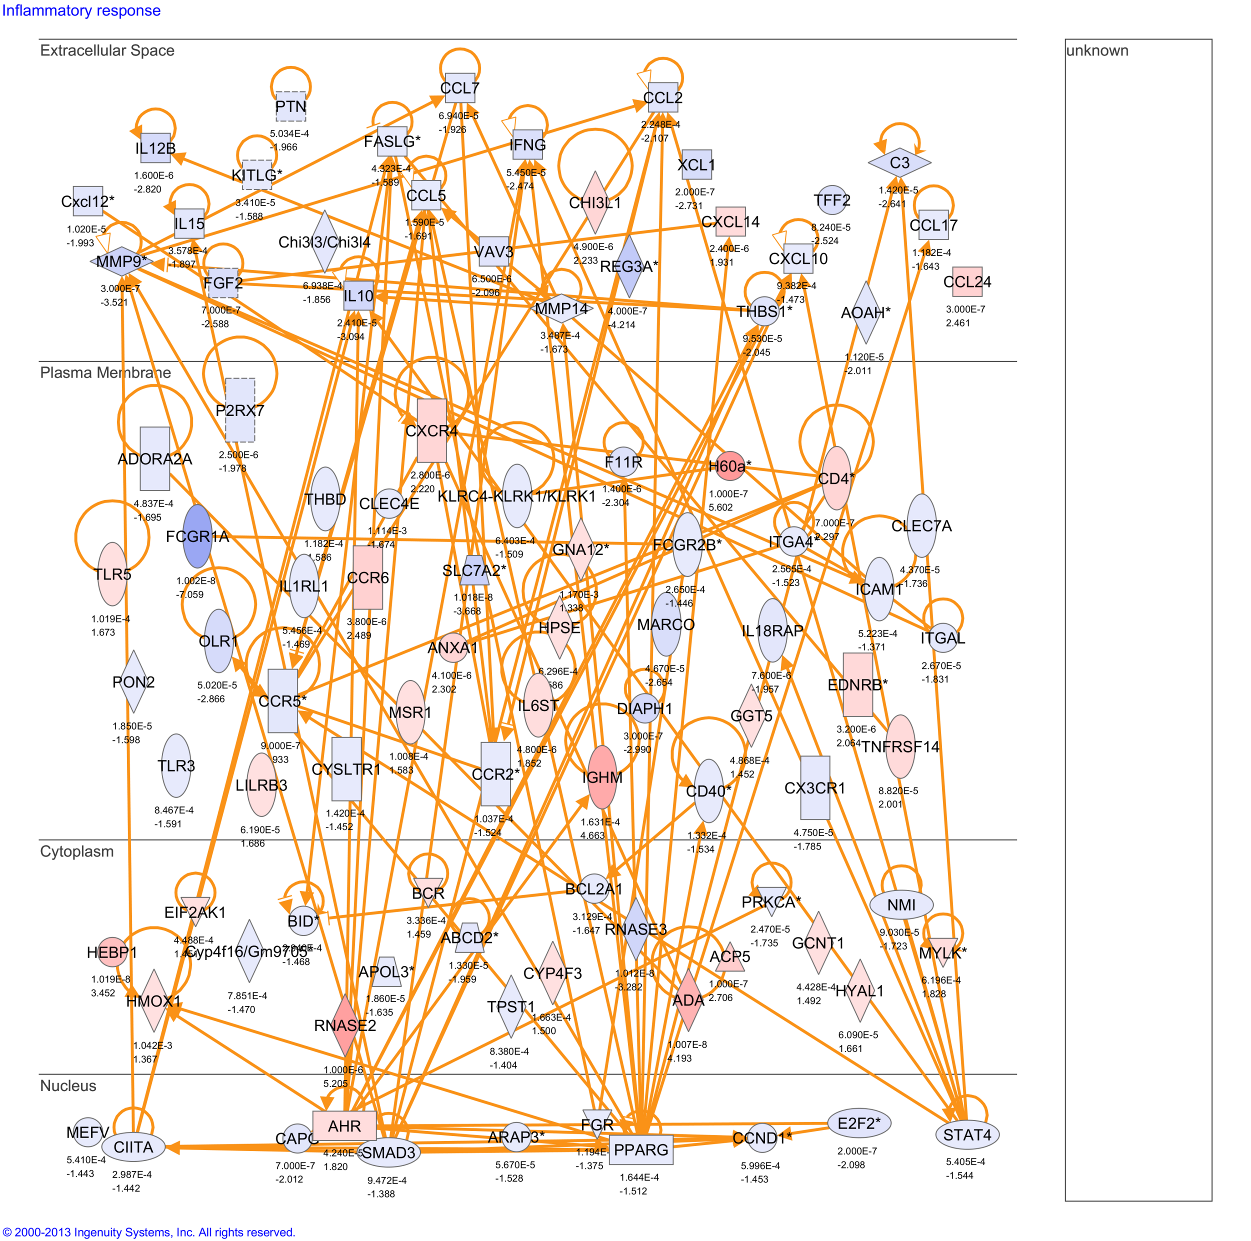

**Figure S3: Down regulation of inflammatory response network under steady-state conditions.** Subcellular layout of inflammatory response network identified by Ingenuity Pathway Analysis of DEG among the pancreatic C57BL/6 and NOD CD8α^-^ DCs. The z-score of this network is -2.6 with a p-value of 1.5e-5 indicating a significant down regulation of the inflammatory response. Genes that were up regulated are depicted in red and down regulated genes in blue. P-value and fold change for each specific gene are shown below each gene. Orange arrows depict experimentally observed and published (peer-reviewed) relationships between the genes.

## Figure S4

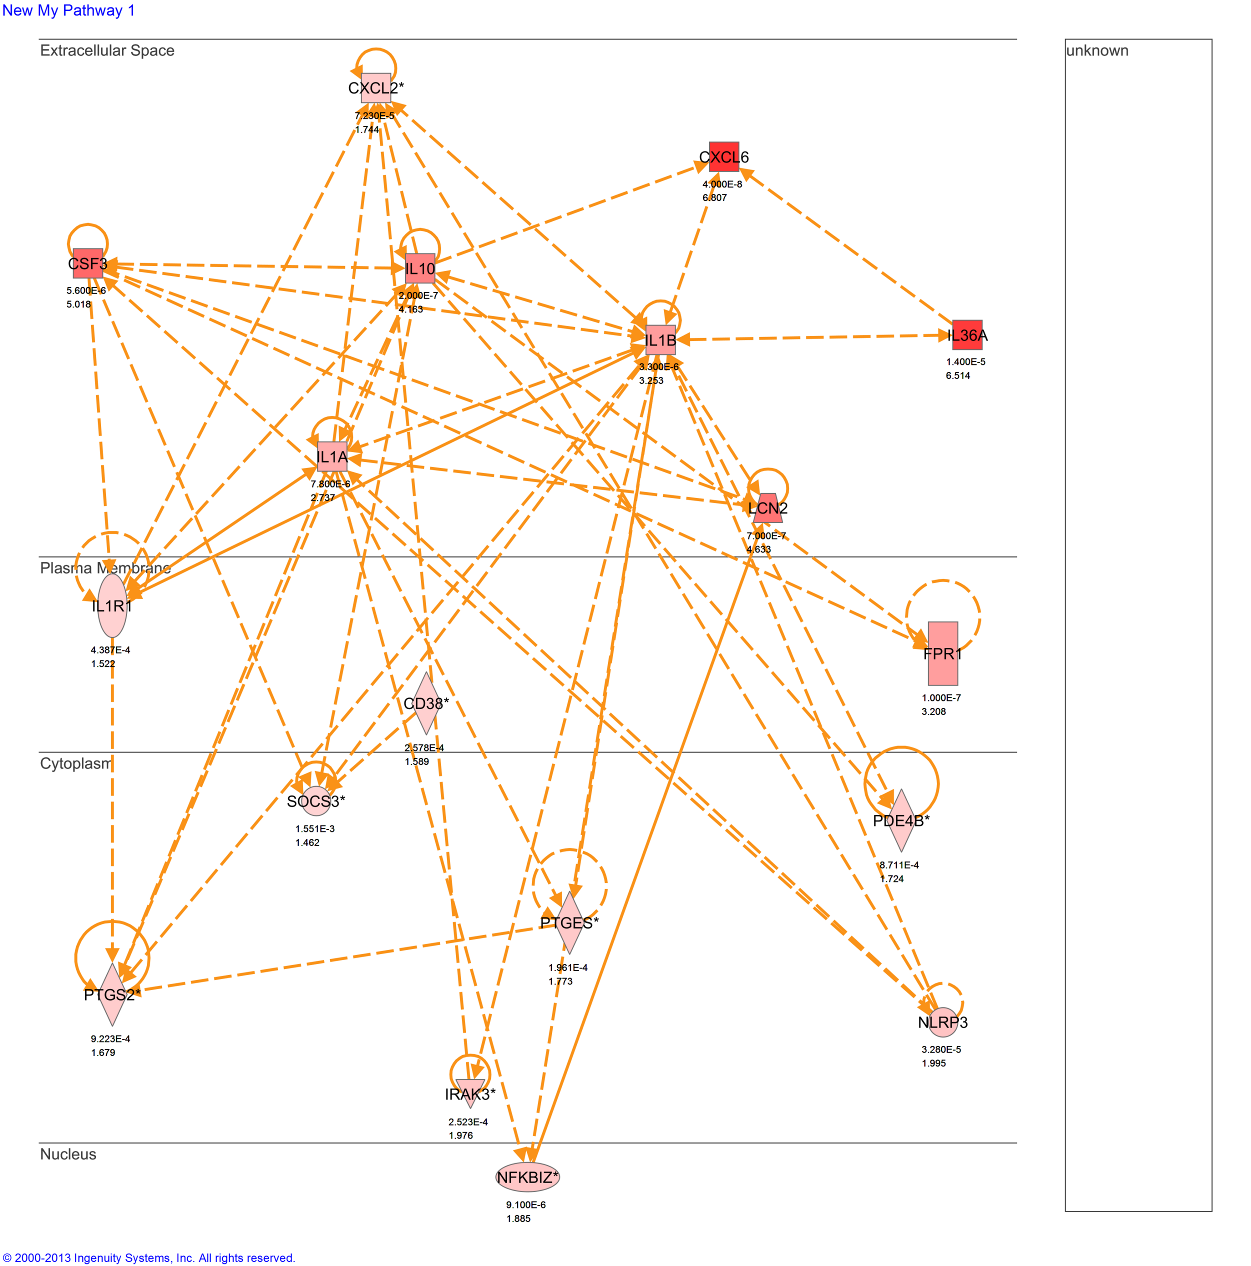

**Figure S4: Inflammatory response network after *in-vitro* LPS stimulation.** Subcellular layout of inflammatory response network identified by Ingenuity Pathway Analysis of common LPS-inducible genes. Genes that were up regulated are depicted in red. P-value and fold change for each specific gene are shown below each gene. Orange arrows depict experimentally observed and published (peer-reviewed) relationships between the genes.

How the deposited data were processed for this re-analysis (not part of the article)

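Gene expression of pancreatic CD11c+CD8α- DCs of NOD and C57BL/6 mice was measured on 22 Affymetrix mouse genome arrays in 6 groups: steady state (3 NOD and 4 C57BL/6 arrays), culture with PBS (4 of each strain) and culture with LPS (4 NOD and 3 C57BL/6). Each array holds the RNA of sorted cells of a pool of 10 mice aged 5 weeks. According to the paper, cells were lysed directly after sorting or after 18 h of culture with PBS or 1 µg/ml LPS, and the RNA was amplified before hybridization. The authors normalized the arrays with RMA in BRB-ArrayTools, and the values used here are their log2 signals of 45101 probe sets. The medians of the 22 arrays nearly coincide (7.63 to 7.68), but the values spread more at steady state, with lower quartiles of 6.03 to 6.19 against 6.19 to 6.36 in culture and upper quartiles of 9.46 to 9.61 against 9.24 to 9.41. No version of RMA is given in the sources used here, and the raw image data were not used here.

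The 64 control probe sets were left out, and 45037 were tested. By the annotation of the array, 34945 probe sets have 1 gene, 932 several and 9160 none. A gene was represented by the probe set annotated to it alone with the highest mean over all 22 arrays, which gave 18193 genes, and its p is that of this probe set among all probe sets tested. Where other probe sets of a gene given in the text disagree, the number called is given in the same paragraph. RMA values carry no detection call. A floor of 7.27 was set at the 95th percentile of the values of 92 probe sets of olfactory and vomeronasal receptor genes, and genes with both group means under it are marked as below the floor.

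Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the arrays of the groups compared), with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.10 on the adjusted p, and every adjusted p in the text comes from this fit or a stated alternative. The comparisons were NOD with C57BL/6 at steady state, in PBS culture and in LPS culture, LPS with PBS within each strain, and the difference of the LPS responses of the strains. The comparison of PBS culture with steady state in each strain, and its difference between the strains, were added after the arrays had been seen. For 35 gene lists of cell functions and cell types, written from general knowledge before the data were examined, members called in each direction were counted, adjusted over all probe sets and over the list alone, and the list was tested with limma's camera at a correlation of 0.01 between genes and with the correlation estimated from the arrays, adjusted over the lists of a comparison. Of 776 entries of these lists and of 6 lists taken from Tables 1 and 2 of the paper, 689 matched a gene. The lists from the paper's tables were chosen by the study on these samples and their members were counted; set tests computed along with those of the other lists are not used here. Clustering used Euclidean distance with average linkage, and principal components the centred values of all probe sets.

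Genes were named by a rule set before the data were examined, with the values in the paper's tables known: every gene the paper names for these comparisons; for each comparison, among genes called whose groups do not overlap, the 10 with the largest rise and the 10 with the largest fall (10 and 5 for LPS); and for each list, up to 4 members with the smallest p in the direction most called members took and up to 2 in the other. Prf1 and Ctrb1, and the LPS responses of Nlrp3 in NOD and of Cxcl3 in C57BL/6, are given outside this rule, after their values had been seen. A few genes that the paper names are not reported here.

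The following alternatives were set before the data were examined: thresholds of an adjusted p under 0.05 and an unadjusted p under 0.001; a permutation bound built as the paper describes its multivariate permutation test (90% confidence that the false discovery rate is under 10%), run over the splits of the arrays; the t statistic without eBayes; only probe sets with a mean at or above the floor; a fit over all 6 groups; quantile normalization of the deposited values over the arrays compared; the replicate number as a block; the mean of all probe sets of a gene; and leaving out each array in turn. The permutation bound was computed from limma's p-values and kept the longest list that met it. The paper gives no further settings, so its own test was not repeated exactly. Whether the replicate numbers pair the samples was checked from the values. After the group means were removed, arrays with the same number correlated with r between 0.20 and 0.54 at steady state across strains, 0.35 and 0.59 between LPS and PBS in NOD, and 0.30 and 0.52 in C57BL/6; between strains these were 0.18 to 0.33 with PBS and 0.14 to 0.34 with LPS. In the cultured groups each array was most alike its own number, and at steady state 1 of 3 was, so the numbers were taken to pair the samples and the blocked fits are given where they change a result. According to the paper, a part of the sorted cells was lysed directly and the rest cultured, which ties steady state and culture, but they share the number of only 2 arrays per strain and they were not taken as paired; the blocked count is given beside the culture difference.

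The fits were tested on simulated data of each design with known changes. In each, 67, 67 and 66 of 45037 probe sets were changed by 0.5, 1 and 2, and the shares called depend on these numbers. At a log2 change of 1, 83.6% of changed genes were called at steady state, 85.1% for LPS in NOD, 58.2% for LPS in C57BL/6, 55.2% for the difference of the responses, 86.6% between strains with PBS and 77.6% with LPS; for culture against steady state it was 68.7% in NOD, 82.1% in C57BL/6 and 62.7% for the difference. At a log2 change of 0.5 the shares were 31.3%, 31.3%, 7.46%, 10.4%, 23.9% and 10.4%, and 8.96%, 28.4% and 5.97% for culture. Smaller changes were thus often missed in these simulations, more so for LPS in C57BL/6 than in NOD. Of the probe sets called in these simulations, between 4.39% (difference of the culture response) and 14.7% (difference of the responses) were unchanged, against the 10% aimed at. The flow cytometry, quantitative PCR, BrdU and protein measurements of the paper were not analysed here, nor were the Ingenuity networks.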

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

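The comparisons of culture with steady state, the tests of their other splits, the comparison of Reg with acinar RNA within arrays and the fits over all 6 groups without 1 NOD LPS array were chosen after the values had been seen. Most of the probe sets tested differed between PBS culture and steady state, 30222 of 45037 in NOD and 32735 in C57BL/6, a comparison the paper does not report. An effect of culture on the cells and a change in the mix of cells cannot be told apart here. In each strain, only the real one of 35 splits of the arrays called as many, which argues against chance as the whole cause if the arrays are unpaired. The highest count of the other splits was 12640 in NOD and 0 in C57BL/6. The strains differed with PBS in 4447 probe sets, also not reported, where the highest of the other splits gave 1 (1 of 35). The change in culture differed between the strains in 3063 probe sets, and in 649 with the replicate number as a block. Without the block, 8 of 100 splits within the strains gave as many, the highest 30581. That split kept 7 of 7 NOD labels and 2 of 8 C57BL/6 labels, so it holds the culture response of one strain, and such splits do not show what chance gives when the responses are equal.

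The LPS response differed between the strains in 11 probe sets, and in 0 with the ordinary t statistic. Of 100 splits within the strains 3 gave as many, the highest other 1917 with 8 of 8 NOD labels and 1 of 7 C57BL/6 labels kept, so these splits hold the LPS response of one strain as well and decide nothing on chance. The 4 genes among them, by the response in NOD minus that in C57BL/6, were the matrix protease Mmp3 (2.70, SE 0.35, adjusted p = 0.0104), the GTPase Gbp2b (1.54, SE 0.21, adjusted p = 0.0149), the Fc receptor Fcgr2b (1.26, SE 0.21, adjusted p = 0.0657) and Map2 (−1.37, SE 0.21, adjusted p = 0.0442), with 4 of 5 probe sets of Fcgr2b and 3 of 4 of Map2 called. In the other comparisons, too, only the real one of 35 splits called as many: 6769 probe sets at steady state (highest other split 0), 1693 with LPS in NOD (53), 665 with LPS in C57BL/6 (5) and 4463 between the strains with LPS (302). This share is under 0.05 and argues against chance only if the arrays are unpaired. These splits leave the pairing by number aside. Only 8 splits in each of these comparisons part as many same-numbered pairs as the real one, too few for a share under 0.05, and among them the highest other count was 0, and 302 between the strains with LPS. With the pairing, these splits therefore cannot exclude chance.

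A single array lay far from the other 3 of its group for 7 of the 221 groups of 4 arrays examined (3.17%), where chance gives about 1 in 20. The value was the highest of its group for Acod1 in NOD PBS replicate 3 (13.94), U90926 in the same array (10.89), Mki67 in NOD LPS replicate 1 (12.66), Cacna1a in C57BL/6 steady state replicate 6 (8.36) and Ccr2 in C57BL/6 PBS replicate 4 (10.28). It was the lowest for Fcgr2b in NOD LPS replicate 2 (12.68) and Ccl17 in C57BL/6 steady state replicate 4 (10.74).

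Lower Reg genes in NOD at steady state. A lower amount of acinar RNA in the NOD samples is not decided by the bounds set beforehand, since the acinar list had a median log2 fold change of −0.278, between −0.5 and −0.25, with 4.35% of its genes called lower. A comparison within arrays, chosen after that median had been seen, argues against it as the whole cause: the Reg mean minus the acinar mean was at most −4.20 in the NOD arrays and at least −3.20 in those of C57BL/6 (difference −1.59, exact permutation p = 0.0286, the smallest that 35 splits allow). The Reg genes were already known to be lower in these arrays, so this p is no separate evidence of their fall. The acinar gene Ctrb1 was at 14.09 in NOD and 14.06 in C57BL/6, although leukocytes were pre-selected by CD45 and DCs sorted by CD11c. Within groups, arrays with more acinar RNA had more Reg RNA (r = 0.701, adjusted p = 6e-05 over both correlations run, rho = 0.802, 22 arrays, 100000 resamples; r = 0.652 without the 2 farthest arrays), which is consistent with Reg transcripts that come from acinar cells; arrays with the same number are not fully independent. It stays open whether a sequence variant of NOD lowers the signal of the probes. The median Reg difference with PBS was 20.95% of that at steady state, under the bound of 50% set for excluding this. That bound was wrong, which was decided after the value had been seen: only 3 of the 7 Reg genes were called at steady state and above the floor in C57BL/6 with PBS as well, and a transcript near background shows no difference. Reg1 kept 93.5% of its steady state difference (adjusted p = 0.462 with PBS) and Reg2 48.5% (adjusted p = 0.0498), while Reg3d, at 7.28 in C57BL/6 with PBS and thus close to the floor, kept 21.2% (adjusted p = 0.601). A difference of the pancreas between the strains, in acinar or other cells, was not tested.

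Lower Ifng, Xcl1 and Fasl in NOD at steady state. Fewer NK cells among the sorted cells would lower the NK list as a whole, and its median was −1.03. Within groups, arrays with more RNA of the other NK genes had more of these 3 transcripts (r = 0.846, adjusted p = 0.00036, rho = 0.846, 22 arrays; r = 0.844 without the 2 farthest), so the lower cytokine signal may come from NK cells that share the CD11c gate and not from DCs. Prf1, which other cells also express, was at 0.08 (adjusted p = 0.648) on its brightest probe set and lower, at −0.37 and called, on the other of its 2, so it does not decide this, and the Klra genes of the list differ in sequence between strains. A lower expression within DCs was not tested.

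More LPS-responsive probe sets in NOD than in C57BL/6. The number of arrays stays open as the cause: with 3 NOD LPS arrays, 1078 to 1584 probe sets were called, at least 1.62 times the 665 of C57BL/6, above the bound of 1.5 set beforehand, but in the fit over all 6 groups the counts were 2676 and 2030, and with 3 NOD LPS arrays 2009 to 2533. In simulated data with few probe sets changed, 85.1% of genes changed by 1 on the log2 scale were called in the NOD design and 58.2% in that of C57BL/6, and 31.3% and 7.46% of those changed by 0.5. A larger spread stays open: the median residual SD of the cultured C57BL/6 arrays was 1.101 times that of NOD, between 1.04 and 1.13 without any 1 array and 1.07 above the floor. The value of 1.101 exceeds the bound of 1.1 set beforehand. The range without 1 array, which was not part of that bound, lies on both sides of it. For a larger LPS response in NOD, the median difference of the responses over 37 inflammatory genes was −0.00108, with 18 higher in NOD (quartiles −0.20 and 0.097). The bootstrap 95% interval was −0.129 to 0.068 over 10000 draws. The median meets the bound set beforehand against this cause, at or below 0, and the interval lies under the 0.2 set for it. The draws are of genes, which are not independent, and the interval holds no spread between arrays. The median of this list thus showed no larger response in NOD, but these values cannot exclude one. The interval was not part of those bounds, and the genes go both ways, so single genes and genes outside the list stay open.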

How the results depend on the processing

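The comparisons of culture with steady state were chosen after the arrays had been seen. Counts below are of probe sets called, and the cause of a change was not tested unless fewer arrays or probe sets entered. At steady state 6769 were called, and 2897 with an unadjusted p under 0.001, 4380 with the permutation bound, 4250 with the ordinary t statistic and 4390 to 8915 without 1 array (fewest without NOD replicate 6). For LPS in NOD, 1693 became 1013 at an adjusted p under 0.05, 969 with an unadjusted p under 0.001, 421 with the ordinary t statistic, 2676 in the fit over all 6 groups, 4282 with the block and 911 to 1672 without 1 array (911 without PBS replicate 4, 1078 and 1115 without LPS replicate 2 and 4). For LPS in C57BL/6, 665 became 269 at an adjusted p under 0.05, 151 with the permutation bound, 2 with the ordinary t statistic, 2030 in the fit over all 6 groups and 84 to 653 without 1 array (84 and 122 without PBS replicate 1 and 4; 122, 128 and 226 without LPS replicate 2, 3 and 4). In both strains, 377 became 170, 112, 0, 996 and 697 at an adjusted p under 0.05, with the permutation bound, with the ordinary t statistic, in the fit over all 6 groups and with the block, and 67 to 394 without 1 array (67 and 90 without C57BL/6 PBS replicate 1 and 4; 75, 103 and 138 without C57BL/6 LPS replicate 2, 3 and 4). The difference of the responses, 11, became 66 with an unadjusted p under 0.001, 0 with the ordinary t statistic (1759 had an unadjusted p under 0.05 by limma), 7 above the floor, 20 in the fit over all 6 groups, 18 with the block and 5 to 14 without 1 array: 5 without C57BL/6 LPS replicate 3, 6 without C57BL/6 PBS replicate 1 or 3 or NOD PBS replicate 4, and 7 without C57BL/6 PBS replicate 4, C57BL/6 LPS replicate 2 or 4 or NOD LPS replicate 4.

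Between the strains with PBS, 4447 became 2052 with an unadjusted p under 0.001, 2837 with the ordinary t statistic, 6826 with the block and 3137 to 3819 without 1 array. With LPS, 4463 became 2951 at an adjusted p under 0.05, 1960 with an unadjusted p under 0.001, 2776 with the permutation bound, 2196 with the ordinary t statistic and 2837 to 4336 without 1 array (2837 without C57BL/6 LPS replicate 3). Between culture and steady state, 30222 in NOD became 15824 with an unadjusted p under 0.001 and 19214 above the floor, where fewer probe sets are tested, and 32735 in C57BL/6 became 18310 and 20365; without 1 array there were 26325 to 29898 and 30619 to 33192. The difference of the culture responses, 3063, became 2037 at an adjusted p under 0.05, 1519 with an unadjusted p under 0.001, 649 with the block and 1955 to 3232 without 1 array (1955 without NOD steady state replicate 4).

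Of 35 lists, camera with the correlation estimated called 0 at steady state (17 at 0.01), 0 with LPS in NOD (11) and in C57BL/6 (14), 0 for the difference of the responses (3), 1 with PBS between the strains (12), 0 with LPS (17), 1 and 2 between culture and steady state in NOD and C57BL/6 (21 and 20) and 3 for their difference (18). Without 1 array, the difference of the LPS responses had 2 to 6 lists (6 without C57BL/6 PBS replicate 2 or NOD LPS replicate 1, 5 without NOD PBS replicate 3 or C57BL/6 LPS replicate 3), and the strains with PBS 11 to 19 (19 without NOD PBS replicate 2). The acinar list changed direction with LPS in NOD without PBS replicate 1 (median −0.529, against 0.010, over a range of −0.529 to 0.557 for the acinar list, LPS against PBS in NOD) and in C57BL/6 without LPS replicate 2 (0.0588, against −0.434, over a range of −0.985 to 0.0588 for the acinar list, LPS against PBS in C57BL/6). Components 1 to 3 held 83.8% of the variance, 65.3% with unit variance and 87.4% above the floor, and 4 of 6 groups had a branch of their own, against 6 with complete linkage and 6 above the floor.

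For the genes named with a value, direction and side of the threshold stayed for all 192 gene comparisons with quantile normalization, and for all but 7 with the block, 8 with the mean of all probe sets, 10 in the fit over all 6 groups and 2 of those above the floor. Without 1 array, 110 results of these genes lost their call, 5 gained one and 0 reversed, while 1386 stayed. A signal below 7.27 is not told from background, which limits genes such as Fasl, Fgf2 and Reg3g.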

Differences from the paper's values

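At steady state the paper gives 2122 differentially expressed genes, and here 6769 probe sets were called; with an unadjusted p under 0.001 there were 2897, within 1.5 times the paper's count, while an adjusted p under 0.05, the permutation bound, the ordinary t statistic, the floor, the fit over all groups, quantile normalization, the block and leaving out 1 array gave 4250 to 9470. Counted as genes, 2769 were called, within 1.5 times the paper's number, as were most alternatives but not an unadjusted p under 0.001 (1246), the block (3704) or leaving out NOD replicate 1 (3571). The paper gives 1380 as lower in NOD, and here 3576 probe sets were (1765 with an unadjusted p under 0.001, and 2266 to 4823 with the other alternatives); counted as genes, 1519 were. The paper does not say whether it counts probe sets or genes.

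For LPS, the paper gives 66 responsive genes common to both strains, and here 377 probe sets and 208 genes were called in both. As probe sets, no alternative came within 1.5 times the paper's count apart from leaving out C57BL/6 PBS replicate 1 or 4 or C57BL/6 LPS replicate 2 (67, 90 and 75); as genes, the permutation bound gave 61 and an adjusted p under 0.05 gave 93, and leaving out C57BL/6 PBS replicate 4 or C57BL/6 LPS replicate 2, 3 or 4 gave 56, 46, 54 and 72. In NOD alone the paper gives 666, and here 1315 probe sets were called; an adjusted p under 0.05 gave 843, an unadjusted p under 0.001 gave 713, and leaving out NOD PBS replicate 1 or 4 or NOD LPS replicate 2, 3 or 4 gave 839, 627, 783, 829 and 812, while the permutation bound gave 1120. Counted as genes, 591 were called in NOD alone, within 1.5 times, and between 231 (ordinary t statistic) and 1546 (block) over the alternatives. In C57BL/6 alone the paper gives 17, and here 287 probe sets and 121 genes were called. The paper calls its 666 and 17 totals. They are read here as genes of 1 strain alone, since 17 is below the 66 common to both. Leaving out C57BL/6 PBS replicate 1 or LPS replicate 3 gave 17 and 25 probe sets; the permutation bound gave 21 genes, and leaving out C57BL/6 PBS replicate 4 or C57BL/6 LPS replicate 2 or 3 gave 16, 19 and 13 genes. For C57BL/6 alone the other alternatives did not come within 1.5 times of the count.

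Of 42 fold changes of the paper's tables, 6 differ from those of the brightest probe set and none has the opposite sign; where the paper gives several, the nearest was taken. This counts Reg3a by the decrease of 4.2 times, which is within the error of 3.90 here but equals that of the probe set annotated to Reg3b (4.21), and among the values the paper gives for Ifi204, 13.4 and 2.9 equal those of probe sets annotated to Ifi213 (13.4) and Ifi209 (2.88). For Bcl2 the paper gives a decrease of 6.5 times, and the brightest probe set has 1.13 times (1.68 for the mean of its probe sets); 1 of its 5 probe sets has 6.51 times. For Il12b the paper gives a decrease of 2.8 times, against 1.34 (1.95 for the mean of its probe sets), and its dimmer probe set has 2.82. For Ccl2 the paper gives a decrease of 2.1 times, against 1.46, and the probe set of Ccl12 has 2.11. For Cd200r3 the paper gives a decrease of 34.2 times, against 1.1, with both of its probe sets below the floor; the probe set annotated to Cd200r4 has 34.2. For Reg3g the paper gives a decrease of 3.9 times, against 1.67; the probe set annotated to Reg3a has 3.90. For Ptgs2 with LPS in NOD the paper gives 1.7, against 1.97, and its other probe set has 1.68; in the fit over all groups the difference is within the error, as it is for the mean of its probe sets (1.82) and without NOD PBS replicate 1 or 4 or NOD LPS replicate 2 or 3 (1.76, 1.85, 1.97 and 1.93). For the other 5 genes no alternative came within the error of the paper's value. The paper marks Cd200r3, Reg3g and Ptgs2 as significant in its quantitative PCR, which was not analysed here.

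The paper lists Mif among the genes raised in NOD, and here Mif was not called at an adjusted p of 0.147. It was called with the replicate number as a block (0.0715) and without NOD replicate 1 (0.0742). The paper marks Mif, and Il6, Csf2 and Tnf below, as significant in its quantitative PCR, which was not analysed here. Its Table 1 lists Cdk4 without a value, and here its adjusted p was 0.198, and 0.0931 for the mean of its probe sets. The paper states that Il6, Csf2 and Tnf rose with LPS specifically in NOD, and here Il6 and Tnf were also called in C57BL/6 (adjusted p of 0.0418 and 0.0491), though not without C57BL/6 PBS replicate 1 (0.123 and 0.145) or 4 (0.116 and 0.135) or C57BL/6 LPS replicate 2 (0.144 and 0.172) or 4 (0.111 and 0.142), while Csf2 was not (0.147), though it was above the floor alone (0.0951), with the block (0.0749), for the mean of its probe sets (0.0958) and without C57BL/6 PBS replicate 3 (0.0991). It describes a sub-cluster for LPS within each strain, and here average linkage over all probe sets separated LPS from PBS in NOD and not in C57BL/6; complete linkage and probe sets above the floor separated both. It states that the proliferation network no longer differed between the strains with LPS, and it measured Ki67 in these cultures by quantitative PCR, which was not analysed here. On the arrays, 3 of 39 cell cycle genes were lower and 2 higher in NOD (11 and 2 over the list alone), with a median log2 fold change of −0.38. Camera's adjusted p for the list was 0.00028, and 0.58 with an estimated correlation. Mki67 itself was higher in NOD, by 0.78 (adjusted p = 0.0343 by limma). The paper's share of variance of components 1 to 3 is 65.3%, which equals the share here with each probe set scaled to unit variance.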

Other observations

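The comparisons of culture with steady state were chosen after the arrays had been seen. Culture with PBS alone was accompanied by a rise of every measured gene of the type I interferon list: 27 of 27 in NOD and 27 of 27 in C57BL/6, also over the list alone, with median log2 fold changes of 3.53 and 3.08 (camera's adjusted p with an estimated correlation, 0.075 and 0.035). The interferon-induced chemokine Cxcl10 rose from 8.84 ± 0.15 to 14.36 ± 0.06 in NOD (SD; n = 3 and 4), by 5.52 (SE 0.12, adjusted p = 4.91e-11), and from 9.39 ± 0.19 to 14.30 ± 0.03 in C57BL/6 (n = 4 each), by 4.91 (SE 0.11, adjusted p = 4.15e-11), higher in every cultured array than in every steady state array. Acod1, the enzyme that makes itaconate, rose by 7.66 (SE 0.11, adjusted p = 1.13e-11) and 6.91 (SE 0.13, adjusted p = 1.87e-11). Genes of DC maturation rose as well, 15 of 18 in NOD and 14 in C57BL/6, where 1 fell (15 and 0, and 14 and 1, over the list alone; adjusted p = 0.18 with an estimated correlation in both): Ccr7 by 4.22 (SE 0.16, adjusted p = 2.14e-09) and 4.13 (SE 0.14, adjusted p = 5.24e-10), and Cd40 by 2.85 (SE 0.12, adjusted p = 4.32e-09) and 2.08 (SE 0.11, adjusted p = 1.45e-08). Of 39 cell cycle genes, 25 fell and 5 rose in NOD, and 33 fell and 2 rose in C57BL/6, and of 23 acinar genes 21 fell in each strain and 1 rose in NOD. The median log2 fold change of all genes was 0.12 in NOD and 0.15 in C57BL/6, and 0.064 and 0.081 after quantile normalization, so small shifts are to be read against it.

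The rise of the interferon genes in culture was larger in NOD for 22 of 27 and smaller for none (24 and 0 over the list alone), by a median of 0.74 (camera's adjusted p = 6.6e-27, and 0.00099 with an estimated correlation). With the replicate number as a block, the culture response differed in 649 probe sets instead of 3063, with Rsad2 at 1.52 (SE 0.22, adjusted p = 0.0240) and H2-DMa at −1.82 (SE 0.31, adjusted p = 0.0444). The list mean was 9.90 in NOD and 10.6 in C57BL/6 at steady state and 13.7 and 13.6 with PBS. The larger rise thus starts from the lower steady state level in NOD, and as both use the same steady state arrays, the lower start and the larger rise are not independent results. Rsad2 rose by 1.61 more in NOD (SE 0.14, adjusted p = 1.47e-06), Oas3 by 1.66 (SE 0.15, adjusted p = 2.59e-06) and Mki67 by 2.03 (SE 0.23, adjusted p = 2.92e-05), and MHC class II genes changed in the other direction, with 5 of 12 lower and none higher (5 and 0 alone), such as H2-DMa, by −1.70 (SE 0.24, adjusted p = 0.000304; the other of its 2 probe sets, at −0.99, was not called).

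With PBS, the strains differed in 4447 probe sets (1947 genes, 987 higher and 960 lower in NOD), and with LPS in 4463 (1935 genes, 948 higher and 987 lower). The arrays of the strains did not overlap for 1751 of the 1947 and 1852 of the 1935 genes; of all genes this holds for 14.4% and 19.1%, where chance gives 2.86% and 5.71%. Genes of MHC class II were lower in NOD, 8 of 12 with PBS and 6 with LPS and none higher (10 and 7 lower over the list alone), such as H2-DMa by −1.75 (SE 0.13, adjusted p = 1.22e-05) and −1.46 (SE 0.12, adjusted p = 7.57e-05) and H2-Aa by −1.10 (SE 0.13, adjusted p = 0.000453) and −1.11 (SE 0.12, adjusted p = 0.000588). For this list camera's adjusted p with an estimated correlation was 0.039 with PBS and 0.13 with LPS. Lists of other leukocytes were lower in the same samples: the B cell list had means of 8.48 in NOD and 9.14 in C57BL/6 with PBS and 8.83 and 9.54 with LPS, and the NK cell list 8.09 and 9.18, and 7.94 and 9.09 (adjusted p = 0.43 and 0.51 for B cells and 0.33 and 0.26 for NK cells with an estimated correlation). B cells express MHC class II, and whether the lower MHC class II signal lies within DCs was not tested. Inflammatory genes were higher in NOD, 14 of 37 with PBS and 16 with LPS, with 1 lower in each (19 and 3, and 25 and 1, over the list alone; adjusted p = 0.50 and adjusted p = 0.13 with an estimated correlation), such as Cxcl1 by 1.68 (SE 0.18, adjusted p = 0.000181) and 0.90 (SE 0.11, adjusted p = 0.000953). The LPS co-receptor Cd14 was higher by 1.66 (SE 0.17, adjusted p = 0.000129) and 1.03 (SE 0.13, adjusted p = 0.00103), and the chemokine receptor Ccr2 was lower, at 7.74 ± 0.51 in NOD (n = 4) and 9.27 ± 0.26 in C57BL/6 (n = 3) with LPS (−1.53, SE 0.25, adjusted p = 0.00561) and by −1.41 with PBS (SE 0.17, adjusted p = 0.000377).

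The NOD minus C57BL/6 differences of the 18193 genes correlated with r = 0.43 and rho = 0.29 between steady state and PBS, 0.35 and 0.17 between steady state and LPS, and 0.83 and 0.64 between PBS and LPS. These comparisons share no arrays, and genes are not independent replicates. PBS and LPS arrays of the same number deviated together, so their strain differences are not fully independent, which the counts for independent lists below leave aside. In all 3 conditions 192 genes were higher in NOD and 275 lower. Steady state and PBS shared 285 genes higher and 380 lower, where independent lists would share 67.8 and 80.2, and 83 were called in opposite directions; PBS and LPS shared 587 higher and 614 lower, where independent lists would share 51.4 and 52.1, and 1 was opposite.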
